# DNMT3B supports meso-endoderm differentiation from mouse embryonic stem cells

**DOI:** 10.1038/s41467-023-35938-x

**Published:** 2023-01-23

**Authors:** Andrea Lauria, Guohua Meng, Valentina Proserpio, Stefania Rapelli, Mara Maldotti, Isabelle Laurence Polignano, Francesca Anselmi, Danny Incarnato, Anna Krepelova, Daniela Donna, Chiara Levra Levron, Giacomo Donati, Ivan Molineris, Francesco Neri, Salvatore Oliviero

**Keywords:** Differentiation, Epigenetic memory, Embryonic stem cells

## Abstract

The correct establishment of DNA methylation patterns during mouse early development is essential for cell fate specification. However, the molecular targets as well as the mechanisms that determine the specificity of the de novo methylation machinery during differentiation are not completely elucidated. Here we show that the DNMT3B-dependent DNA methylation of key developmental regulatory regions at epiblast-like cells (EpiLCs) provides an epigenetic priming that ensures flawless commitment at later stages. Using in vitro stem cell differentiation and loss of function experiments combined with high-throughput genome-wide bisulfite-, bulk-, and single cell RNA-sequencing we dissected the specific role of DNMT3B in cell fate. We identify DNMT3B-dependent regulatory elements on the genome which, in *Dnmt3b* knockout (3BKO), impair the differentiation into meso-endodermal (ME) progenitors and redirect EpiLCs towards the neuro-ectodermal lineages. Moreover, ectopic expression of DNMT3B in 3BKO re-establishes the DNA methylation of the master regulator Sox2 super-enhancer, downmodulates its expression, and restores the expression of ME markers. Taken together, our data reveal that DNMT3B-dependent methylation at the epiblast stage is essential for the priming of the meso-endodermal lineages and provide functional characterization of the de novo DNMTs during EpiLCs lineage determination.

## Abstract (web summary)

DNMT3B-dependent DNA methylation provides epigenetic priming at epiblast stage by methylating enhancers of ectodermal genes to ensure proper differentiation toward mesoendoderm tissues.

## Introduction

In mammals, the epigenome is extensively remodelled during early stages of development^1^. DNA methylation (DNAme) of cytosine residues, which introduces 5-methylcytosine (5mC), mainly at CpGs, controls the DNA binding of transcription factors^2^ and plays a critical role in gene regulation. It is established and stably propagated during cell specification. DNAme is introduced by the de novo DNMT3A and DNMT3B DNA methyltransferases together with DNMT3L, while DNMT1 together with UHRF1 are mainly involved in the propagation of the DNAme on the genome during DNA replication^3,4^.

In the early embryo global DNA hypomethylation erases the epigenetic memory^5^. The exit from pluripotency is characterized by the transition from the pre- to the post-implantation epiblast of the embryo. During this transition genome-wide DNAme is established by the de novo DNMT3A and DNMT3B DNA methyltransferases which are strongly upregulated to establish the DNAme essential for cell fate specification during development and transcription integrity^6–11^.

In mice *Dnmt3a* knockout results in postnatal lethality, while *Dnmt3b* knockout results in embryonic lethality indicating distinct biological functions of the de novo DNMTs^12,13^. Biochemical and structural evidence indicate that DNMT3A and DNMT3B exhibit preferences for specific flanking sequences^14^. In mouse embryonic stem cells (ESCs) DNMT3A has been shown to mainly methylate shores of bivalent CpG island^15,16^, while DNMT3B preferentially binds to the gene body of active genes^17,18^. However, the specific targets of the de novo DNMTs involved in cell fate specification are not yet clarified.

ESCs and epiblast-like cells (EpiLCs) represent respectively the naive and prime state of pluripotency corresponding to pre- and post-implantation epiblast of the embryo. ESCs are characterized by low levels of de novo DNMTs, high levels of DNMT3L and TET1 and TET2, high DNAme turnover and general hypomethylation, while EpiLCs express high levels of de novo DNMTs and dramatic increase of DNAme^19–29^. To examine the DNAme specific role in somatic cell specification we investigated the developmental trajectories of *Dnmt* knockout ESCs along their exit from pluripotency. By whole genome DNAme coupled with gene expression and cell phenotype analysis we here demonstrate a specific role of DNMT3B, but not DNMT3A, in the meso-endoderm (ME) lineage specification and identified DNMT3B genomic targets that prime EpiLCs toward ME.

## Results

### Knockout of *Dnmt3b* in ESCs impairs embryoid body differentiation

To investigate the impact of the loss of de novo DNA methyltransferases in vitro during the early stages of development, we leveraged the *Dnmt3a* and *Dnmt3b* homozygous knockouts we have previously generated in E14 mouse embryonic stem cell (ESCs)^18,29^. Wild type (WT) and two independent *Dnmt3a*^−/−^ (3AKO), and *Dnmt3b*^−/−^ (3BKO) ESC clones were differentiated into three-dimensional embryoid body structures (EBs) by LIF withdrawal (Fig. 1a and Supplementary Fig. 1). In the absence of LIF and employing ultra-low attachment plates, cultured cells aggregate spontaneously aggregate and form 3D structures over a 9-day time course. EBs represent a simple and useful model to mimic the differentiation of ESCs into the three germ lineages, under controlled in vitro conditions^25,30^.

**Fig. 1:**
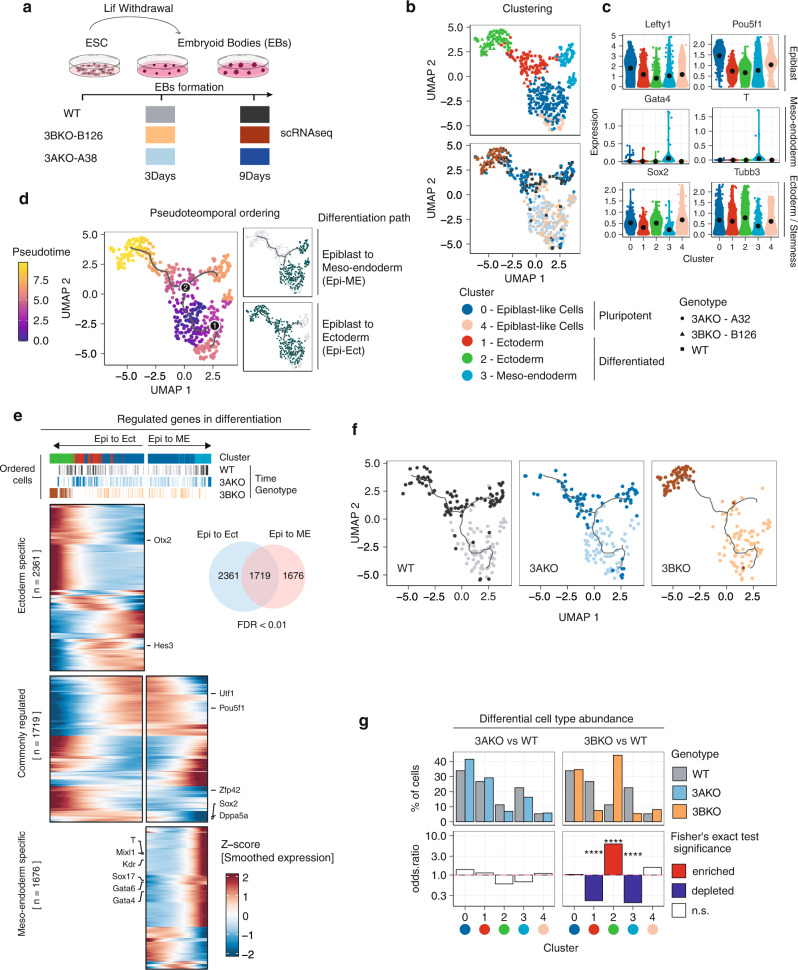
scRNA-seq profiling of *Dnmt3a*^*−/−*^ and *Dnmt3b*^*−/−*^ differentiating EBs. **a** Overview of the experimental design and visualisation of collected time points. The colour scheme for WT, 3AKO and 3BKO samples will be kept throughout the manuscript. **b** UMAP embedding of 487 WT, 3AKO and 3BKO single cell transcriptomes. Cells are coloured by cluster (top panel) and genotype/time of cells’ collection (bottom panel). 3AKO = lightblue/darkblue, 3BKO = light orange (3Days)/dark orange (9Days), WT = light grey (3Days)/dark grey (9Days). **c** Gene expression levels distribution of representative epiblast (*Lefty1*, *Pou5f1*), meso-endoderm (*Gata4*, *T*) and ectoderm markers (*Sox2*, *Tubb3*) in the five identified cell clusters. **d** Pseudotime analysis of single cell differentiation trajectories with reverse graph embedding^33^. The line plot on the UMAP represents the embedded trajectory graph. Cells are coloured according to pseudotime (left panel) and differentiation paths (i.e. Epi-ME, Epi-Ect, right panels). **e** UMAP visualisation of the reconstructed differentiation trajectories for each source cell type (i.e. WT, 3AKO and 3BKO genotype). **f** Heatmap showing the expression patterns of genes differentially regulated in pseudotime along the two differentiation branches, performed via the graph-autocorrelation analysis method^33^. Genes are grouped according to the branch in which they show significant variation (FDR < 0.01): Epi-to-Ect specific (top cluster), Epi-to-ME (bottom cluster) specific or regulated in both branches (mid cluster). **g** Barplots showing the differential cell type abundance in terms of the genotype of origin (i.e. WT, 3AKO and 3BKO) in each of the five identified cell clusters. For each cluster, the relative proportion of mutant cells (3AKO, 3BKO) was compared with WT cells using Fisher’s exact test. Top panels report the percentage of cells in each cluster for the indicated comparisons (i.e. 3AKO vs WT, 3BKO vs WT). Bottom panels report the odds ratio from Fisher’s exact test, coloured for their significance (enriched = red, depleted = blue, non-significant = white, ****p value < 0.0001, one-sided).

To analyse the gene expression patterns of the EBs at the resolution of individual cells, we collected samples at 3 and 9 days during EBs differentiation from WT and mutant cells (Fig. 1a) and profiled their gene expression by single cell RNA-sequencing as in ref. ^31^.

We performed unsupervised clustering using the Louvain algorithm from the Seurat pipeline^32^, and visualised the results by Uniform Manifold Approximation and Projection (UMAP) embedding. This analysis divided the cells into five main clusters (Fig. 1b), that we annotated according to the expression of known markers of early embryonic cell populations (Fig. 1c and Supplementary Data 1). In particular, we labelled cluster 0 and 4 as ‘pluripotent Epiblast-like cells (Epi)’, as they presented high expression of genes like *Lefty1* and *Pou5f1* (Fig. 1c); cluster 1 and 2 as ‘ectoderm (Ect)’, as defined by the expression of ectodermal markers such *Tubb3* and *Sox2* (Fig. 1c); cluster 3 as ‘meso-endoderm (ME)’, as they expressed genes like *T* and *Gata4* (Fig. 1c).

Looking at the distribution of the different clones (i.e. 3AKO, 3BKO, and WT) into the UMAP (Fig. 1b, lower panel), we observed that, while at day 3 of differentiation the three populations were uniformly distributed among clusters, at day 9 a clear separation emerged between 3AKO and 3BKO cells. Combining the clustering results with the pseudo-temporal ordering of cell trajectories, performed with Monocle3^33^, we defined two main differentiation paths, connecting the two physical-time points of samples collection: one going from Epiblast-like cells at day 3 to ectoderm at day 9, the other going from Epiblast-like cells to ME at day 9 (Fig. 1d). The analysis of differentially regulated genes in pseudotime along these paths (FDR < 0.01, performed via the graph-autocorrelation analysis, Supplementary Data 2), revealed three distinct groups (Fig. 1e): Epi-to-Ect specific, Epi-to-ME specific, and commonly regulated genes in both branches. Among the genes upregulated on the Epi-to-ME path, we found mesodermal (i.e. *T*, *Mixl1* and *Kdr*) and endodermal markers (i.e. *Gata4*, *Gata6*, and *Sox17*). In Epi-to-Ect path, we observed upregulation of early ectodermal markers (i.e. *Otx2* and *Hes3*) as well as sustained expression of genes already expressed in the pluripotent stage (i.e. *Sox2*), which were downregulated in the Epi-to-ME branch (Fig. 1e). Interestingly, while WT and 3AKO cells contained comparable proportions of cells in all clusters (Fig. 1f, g), 3BKO cells were significantly depleted in the ME cluster and were enriched in the ectodermal clusters (Fig. 1f, g, Supplementary Fig. 1 and Supplementary Table 1). These results suggest that, while 3AKO cells display the same differentiation potential of WT cells towards both the ectodermal and ME paths, 3BKO cells are significantly impaired in their ME commitment.

### Loss of DNMT3B does not affect the formation of EpiLCs, but impairs meso-endoderm and favours ectoderm differentiation

To gain insights into the functional role of DNMT3B-dependent DNAme in ME differentiation, we switched to a two-step ME-specific in vitro differentiation model (Fig. 2a). To mimic the passage through primed pluripotency in the early post-implantation embryo stage (E5.5) and the subsequent specification of the primitive streak, we first differentiated ESCs into epiblast-like stem cells (EpiLCs) via induction of the activin/nodal pathway for 14 days, followed by a faster conversion of EpiLCs towards ME through inhibition of Gsk3b (and concomitant activation of WNT)^34^.

**Fig. 2:**
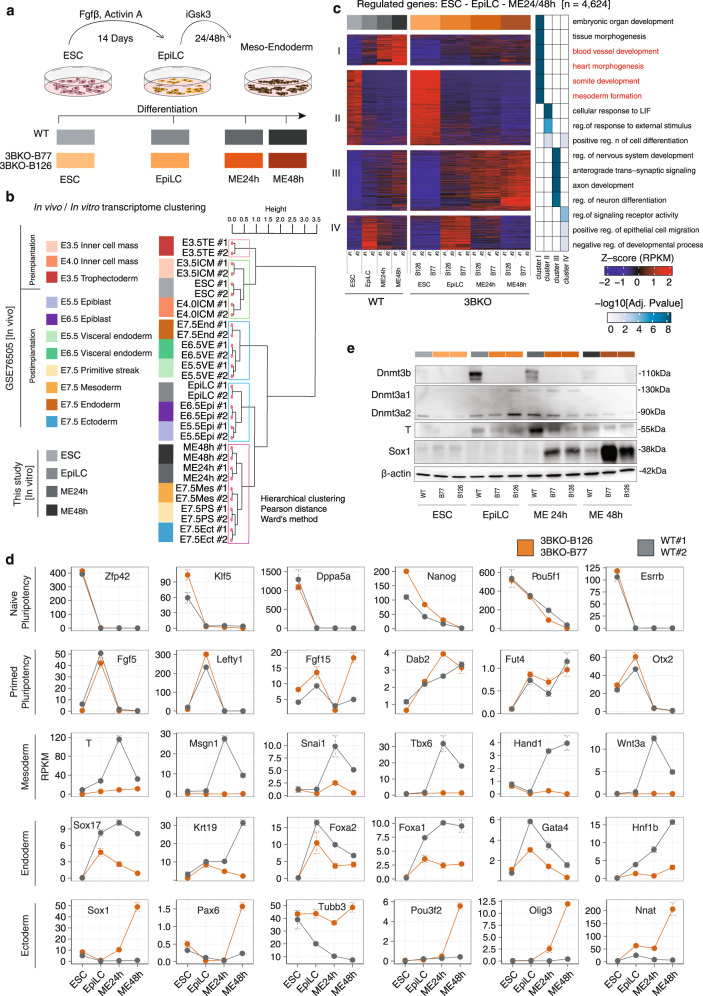
Loss of DNMT3B impairs meso-endoderm lineage commitment. **a** Schematic representation of the two-step differentiation model from ESCs to EpiLCs first with Fgfβ and Activin A, and then to meso-endoderm (ME) progenitors with iGsk3. The time points of cells’ collection are reported in the colour-code used throughout the figures (i.e., shades of grey for WT, shades of orange for 3BKO). **b** Hierarchical clustering of RNA-seq data from the in vitro differentiation and in vivo embryonic tissues derived from pre- and post-implantation mouse embryos^35^. Pearson’s correlation distance and Ward’s method were employed to perform the analysis. **c** On the left, an RNA-seq heatmap showing the results of gene expression profiles clustering with K-means for WT and 3BKO (two independent clones) cells during the complete differentiation time course (ESC-EpiLC-ME). DEGs arising during the differentiation time course in any group were identified by ANOVA-like test with edgeR^54^. Rows are genes, columns are samples and the scaled expression level (Z-score RPKM) is plotted. On the right, heatmap showing selected GO terms for enriched biological processes in each cluster. Terms related to meso-endoderm are highlighted in red. **d** Gene expression time-course for stage-specific pluripotency (naive, primed) and germ layers (mesoderm, endoderm, ectoderm) marker genes. Dots represent normalized RPKM values, averaged by replicates/conditions (*n* = 2 biological replicates for each genotype or clone at each time point). Error bars represent standard errors. **e**, Western blot analysis of the de novo DNMTs (Dnmt3a1, Dnmt3a2, Dnmt3b), T (mesodermal marker) and Sox1 (neuro-ectodermal marker) expression during the differentiation time course. β-actin serves as loading control. Representative of two independent experiments. Uncropped gels are provided in Supplementary Fig. 11.

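Polyadenylated RNA was sequenced from E14 mouse ESCs, WT or lacking DNMT3B (3BKO clones B77 and B126), and from the cells derived from them at 4 stages of differentiation. ESCs were cultured with LIF (1500 U/ml). EpiLCs, cells with features of the epiblast, were collected after 14 days in activin A (20 ng/ml) and bFGF (12 ng/ml). ME24h and ME48h cells were collected 24 h and 48 h after WNT signalling was activated with CHIR99021 (3 µM), an inhibitor of GSK3. The seeding density for the EpiLC step is 5000 cells per cm2 in the paper and 10000 in the sample labels. The serum content is 18% in the paper and 15% in the labels. Each stage had 2 WT libraries and 4 3BKO libraries, 2 from each clone, which makes 24 libraries. They were sequenced as single reads of 75 bp. The authors aligned the reads with HISAT2 to GRCm38, counted them per gene with featureCounts and gave the values as RPKM after TMM normalization of the library sizes. The values cover 16755 genes. The values hold no counts, so the effective library size was estimated from the step that a single read makes in the RPKM of genes with low values. In units of 1e6 reads, ESCs had a median of 13.6 (12.9 to 14.6) in 3BKO and 12.9 (12.8 to 13.0) in WT. EpiLCs had 15.8 (12.6 to 16.6) in 3BKO and 16.3 (15.9 to 16.7) in WT. ME24h cells had 14.0 (13.8 to 15.4) in 3BKO and 13.8 (12.4 to 15.2) in WT. ME48h cells had 14.6 (14.0 to 15.9) in 3BKO and 16.3 (15.6 to 16.9) in WT. Libraries of the same group and clone had a correlation of log2 values across genes of at least 0.953, and the first principal component of the 2500 most variable genes held 54.3% of the variance. For the comparisons, 0.5 was added to each RPKM. The log2 values of the 16709 genes with at least 1 RPKM in 2 or more libraries were fitted with limma, with the groups of stage and genotype in a common model. Groups of 2 WT libraries take their spread from all groups. WT is 1 line and 3BKO 2 clones, so the p values do not fully measure the spread between lines of a genotype. A gene is called higher or lower in 3BKO cells at an adjusted p of at most 0.05 with a log2 fold change of at least 1 in size. For counts within gene groups, in each experiment, an adjusted p of at most 0.05 was the only limit. Levels are given as mean ± SD and log2 fold changes with their standard error (SE).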

We investigated the effects of *Dnmt3b* loss during ME specification by performing gene expression profiling using RNA sequencing (RNA-seq) on WT and two independent 3BKO clones (Fig. 2a). The level of DNMT3A, DNMT3L, and TET enzymes were unchanged in 3BKO with only a modest increase of DNMT1 (Supplementary Fig. 2a).

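Dnmt3b RNA was lower in 3BKO than in WT cells at every stage, and RNA of the maintenance methyltransferase Dnmt1 was higher in ESCs. Dnmt3b (ENSMUSG00000027478, chromosome 2, 153649450 to 153687730 in GRCm38) was at 84.2 ± 50.5 RPKM (SD, n = 4) in 3BKO EpiLCs and 386 ± 0.264 RPKM (SD, n = 2) in WT EpiLCs. This was a log2 fold change of -2.41 (SE 0.51, adjusted p = 0.00146). The 3BKO mean was 40.4 RPKM in clone B77 and 127.9 RPKM in clone B126, so transcripts of the disrupted gene remained in both. Dnmt1 (ENSMUSG00000004099, chromosome 9, 20907209 to 20959888) rose in 3BKO ESCs (log2 fold change 0.58, SE 0.11, adjusted p = 4.93e-04). Its log2 fold changes of 0.13 in EpiLCs, 0.27 at ME24h and 0.24 at ME48h did not pass the test (adjusted p from 0.0616 to 0.412). Dnmt3a, the other de novo methyltransferase, was lower in 3BKO ESCs (log2 fold change -1.14, SE 0.11, adjusted p = 5.15e-07). It had values of 0.26, 0.15 and -0.27 on the log2 scale at the later stages, none past the test. Dnmt3l, a cofactor of both, fell in ESCs (log2 fold change -0.51, adjusted p = 0.00905). Of the TET enzymes, which oxidize 5-methylcytosine, Tet1 was higher in 3BKO ESCs (log2 fold change 1.01, adjusted p = 0.0116). Tet2 was higher in ESCs (log2 fold change 0.83, adjusted p = 0.0333) and at ME24h (log2 fold change 0.78, adjusted p = 0.0485), and Tet3 passed the test at no stage. Without WT replicate 1 of the ESCs the values there were 0.08 for Tet1 (adjusted p = 0.808), -0.14 for Tet2 (adjusted p = 0.568) and -0.35 for Dnmt3l (adjusted p = 0.200). Of 8 genes of the DNA methylation machinery, 4 were higher, 3 were lower and 1 did not pass the test (4 and 3 when adjusted over the list alone) in ESCs. In EpiLCs and at ME48h only Dnmt3b passed. The 2 WT ESC libraries differed from each other in these genes, with Tet1 at 23.5 and 86.8 RPKM and Tet2 at 8.59 and 34.5 RPKM. The 4 3BKO libraries lay between 87.9 and 94.7 RPKM for Tet1.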

Comparative analysis by unsupervised hierarchical clustering of the in vitro differentiation with published RNA-seq of in vivo embryonic tissues^35^ correctly clustered ESCs together with pre-implantation Inner cell Mass (ICM), EpiLCs cells together with E5.5 and E6.5 EpiLCs, and 24 hours (h) and 48 h ME cells together with E7.5 Mesoderm and Endoderm (Fig. 2b). Thus, the in vitro differentiation largely recapitulates the transcriptomic changes that occur in vivo.

Differential expression analysis revealed 4624 differentially expressed genes (DEGs) arising over the time course, that were grouped into four gene clusters with distinct patterns of gene expression dynamics in WT and 3BKO cells (Fig.2c and Supplementary Data 3, 4). 

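At ME48h the 10 largest rises in 3BKO cells included the neural genes Sox1, Msx3, Nnat, Olig3, Nell2 and Gfra3 besides Xist, Vgll3 and Pnrc2, and the 10 largest falls included Y-linked and imprinted genes and the mesoderm genes Aldh1a2 and Msgn1. Msx3, a homeobox gene of the dorsal neural tube, was at 25.1 ± 8.66 RPKM (SD, n = 4) against 0.292 ± 0.164 RPKM (SD, n = 2) in WT. Nell2, a secreted protein of neural cells (log2 fold change 3.61, SE 0.14, adjusted p = 4.79e-13), and Gfra3, a receptor for neurotrophic factors (log2 fold change 3.59, SE 0.48, adjusted p = 7.61e-06), were higher as well. Among the 10 lowest was also Etv4, a transcription factor downstream of FGF, at 0.995 ± 0.840 RPKM (SD, n = 4) against 42.0 ± 4.69 RPKM (SD, n = 2). They also held Aldh1a2, the enzyme that makes retinoic acid in mesoderm (log2 fold change -4.25, SE 0.29, adjusted p = 9.49e-10), and the imprinted genes Peg10, H19 and Phlda2. H19 was at 38.0 ± 41.9 RPKM (SD, n = 4) and 251 ± 37.4 RPKM (SD, n = 2), with clone means of 1.89 RPKM in B77 and 74.1 RPKM in B126, and Peg10 had clone means of 0.483 and 16.1 RPKM. Phlda2 had a log2 fold change of -3.79 (SE 0.40, adjusted p = 3.02e-07). In EpiLCs, the largest changes included a fall of Chac1 (log2 fold change -3.92, adjusted p = 3.37e-05) and Slc7a11 (log2 fold change -2.72, adjusted p = 4.13e-10), genes of amino acid and glutathione metabolism. Penk, the precursor of enkephalins, rose (log2 fold change 3.02, adjusted p = 3.31e-07). Over the time course 3232 of the genes tested (19.3%) varied, at an adjusted p of at most 0.001 from limma's F test and a log2 fold change of at least 1.5. K-means with 4 centers placed 528 genes in cluster I, which rose in WT cells on ME induction, and 1312 in cluster II, which were high in ESCs. It placed 865 in cluster III, which were highest in 3BKO cells after ME induction, and 527 in cluster IV, which were high in EpiLCs. Between genotypes 484 genes were higher and 238 lower in 3BKO ESCs, and 431 and 249 in EpiLCs. At ME24h the counts were 609 and 554, and at ME48h 484 and 842. Without replicate 2 of the WT ESCs the counts in ESCs were 1356 higher and 833 lower. The Y-linked genes Eif2s3y and Ddx3y were among the 10 largest falls in EpiLCs, at ME24h and at ME48h, where Eif2s3y fell most (log2 fold change -6.00, adjusted p = 1.17e-20 by limma). At ME48h Eif2s3y was at 0.0118 ± 0.0152 RPKM (SD, n = 4) in 3BKO and 32.2 ± 0.348 RPKM (SD, n = 2) in WT cells. Xist was at 29.2 ± 30.9 RPKM (SD, n = 4) and 0.0512 ± 0.0118 RPKM (SD, n = 2). The clones and WT may therefore differ in sex chromosomes. An effect of the missing DNMT3B on these genes was not tested.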

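Pou5f1 is a gene high in ESCs, and Mixl1 and Foxa2 are genes that peak in EpiLCs, in the k-means clusters II and IV. Pou5f1, which encodes the pluripotency factor OCT4, was lower in 3BKO cells at ME24h (log2 fold change -1.13, SE 0.15, adjusted p = 6.87e-06) and at ME48h (log2 fold change -3.04, SE 0.15, adjusted p = 7.97e-12). Its level at ME48h was 3.98 ± 0.655 RPKM (SD, n = 4) against 36.0 ± 1.73 RPKM (SD, n = 2). Mixl1, a homeobox gene of the primitive streak, was also lower at ME24h (log2 fold change -3.87, SE 0.36, adjusted p = 9.01e-08). Foxa2, a factor of endoderm and node, was lower at ME24h (log2 fold change -1.39, SE 0.40, adjusted p = 0.0117) and had a log2 fold change of -0.72 (SE 0.40, adjusted p = 0.214) at ME48h. Of the 1312 genes of cluster II, 764 (58.2%) were called between 3BKO and WT at no stage. Of the 527 genes of cluster IV, 212 (40.2%) were called at none. In cluster II, 168 genes were higher and 31 lower in 3BKO ESCs, and 65 were higher and 208 lower at ME48h, with a median log2 fold change of -0.09 at that stage. In cluster IV, 31 genes were higher and 87 lower in 3BKO EpiLCs, and 23 were higher and 154 lower at ME48h, with a median of -0.49. Calls are those of limma between genotypes within a stage. The clusters were made from the same 24 libraries, so the calls and the clusters do not rest on separate data.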

Clusters II and IV showed similar expression patterns in WT and 3BKO cells. In particular, Cluster II was characterised by genes that are downregulated after the exit from the ESC-pluripotent state and was enriched for genes associated with pluripotency, including naïve pluripotency markers such as *Nanog*, *Esrrb*, *Dppa3a* and *Zfp42*. 

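RNA of the naïve pluripotency genes fell from ESCs to EpiLCs in both genotypes, and several stood higher in 3BKO than in WT EpiLCs. Zfp42 (ENSMUSG00000051176, chromosome 8, 43295063 to 43306980 in GRCm38), known as Rex1, was at 392 ± 8.37 RPKM (SD, n = 2) in WT ESCs and 0.221 ± 0.0162 RPKM (SD, n = 2) in WT EpiLCs. In 3BKO cells it was at 415 ± 16.6 RPKM (SD, n = 4) and 1.99 ± 0.391 RPKM (SD, n = 4). The difference between genotypes in EpiLCs was a log2 fold change of 1.78 (SE 0.14, adjusted p = 2.54e-08). Nanog (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633), a core factor of the ESC state, was higher in 3BKO ESCs (log2 fold change 0.86, adjusted p = 6.93e-04). In 3BKO EpiLCs it was at 84.0 ± 2.46 RPKM (SD, n = 4) against 41.6 ± 1.42 RPKM (SD, n = 2) (log2 fold change 1.00, SE 0.17, adjusted p = 1.54e-04). Esrrb (ENSMUSG00000021255, chromosome 12, 86361117 to 86521628), an orphan nuclear receptor of naïve cells, was at 106 ± 12.2 RPKM (SD, n = 2) in WT and 119 ± 4.31 RPKM (SD, n = 4) in 3BKO ESCs. In EpiLCs it was at 0.0757 ± 0.0188 RPKM (SD, n = 2) and 0.0590 ± 0.0292 RPKM (SD, n = 4). Dppa3 (ENSMUSG00000046323, chromosome 6, 122626410 to 122630272), also called Stella, was lower in 3BKO ESCs (log2 fold change -1.30, SE 0.29, adjusted p = 0.00223). Of 20 naïve pluripotency genes, all among the 1312 genes of cluster II, 5 were higher, 1 was lower and 14 did not pass the test (6 and 1 when adjusted over the list alone) in EpiLCs. In ESCs 6 were higher, 2 were lower and 12 did not pass the test (6 and 2 when adjusted over the list alone). At ME24h 4 were higher and 4 lower and at ME48h 2 were higher and 4 lower (4 and 4, and 2 and 4, when adjusted over the list alone). As a group they passed camera, a test of a gene set against all other genes, at no stage (adjusted p from 0.0718 to 0.937). The study names Zfp42, Esrrb, Nanog, Klf5 and Dppa5a from these libraries, so the list is not independent of them. The fall from ESCs to EpiLCs enters the F test over the time course and was not tested apart from it.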

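Fgf5, Lefty1 and Otx2, markers of the primed epiblast, were among the genes that rose from ESCs to EpiLCs and had k-means profiles of cluster IV. Fgf5 (ENSMUSG00000029337, chromosome 5, 98254184 to 98277030 in GRCm38), a growth factor of the epiblast, was at 50.7 ± 0.586 RPKM (SD, n = 2) in WT and 42.1 ± 9.53 RPKM (SD, n = 4) in 3BKO EpiLCs. It was lower in 3BKO ESCs (log2 fold change -2.74, SE 0.17, adjusted p = 2.20e-09) and at ME24h (log2 fold change -1.21, adjusted p = 2.20e-05). Lefty1 (ENSMUSG00000038793, chromosome 1, 180935022 to 180938400), an inhibitor of nodal, was at 233 ± 4.95 RPKM (SD, n = 2) and 302 ± 16.1 RPKM (SD, n = 4) in WT and 3BKO EpiLCs (log2 fold change 0.37, adjusted p = 0.406). Otx2 (ENSMUSG00000021848, chromosome 14, 48657677 to 48673819), a homeobox gene of the epiblast and forebrain, was at 46.9 ± 1.02 RPKM (SD, n = 2) and 60.6 ± 8.95 RPKM (SD, n = 4) (log2 fold change 0.35, adjusted p = 0.245). It was lower at ME48h (log2 fold change -0.58, adjusted p = 0.0493). Its exons overlap those of the antisense RNA Otx2os1 and of Gm49154 on the same strand, and it lies in part 2 of chromosome 14, cut by position into 4 parts of as many genes, whose medians were higher in 3BKO cells from EpiLCs on (0.333 to 0.447 on the log2 scale relative to the autosomes). Of 16 primed pluripotency genes, 2 were higher, 1 was lower and 13 did not pass the test (2 and 1 when adjusted over the list alone) in EpiLCs. Lefty2, another inhibitor of nodal, was higher (log2 fold change 2.03, adjusted p = 1.24e-07) and Pou3f1 lower (log2 fold change -1.60, adjusted p = 8.32e-06). In ESCs, 3 were higher, 6 were lower and 7 did not pass the test (5 and 6 when adjusted over the list alone). At ME24h 4 were higher and 6 lower and at ME48h 5 were higher and 3 lower (4 and 8, and 5 and 6, when adjusted over the list alone). The group did not pass camera at any stage (adjusted p from 0.163 to 0.764). Of its genes, 12 varied over the time course, 5 in cluster IV, 5 in cluster II and 2 in cluster III. Fgf5, Lefty1, Fgf15, Dab2, Fut4 and Otx2 are named by the study on these libraries.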

Cluster IV included genes upregulated at the exit from the ESC-pluripotent state and was enriched for genes associated with the epiblast stage, including primed pluripotency markers such as *Fgf5*, *Lefty1*, and *Otx2*^36^ (Supplementary Fig. 2b, c). In contrast, clusters I and III were characterised by genes differently expressed between WT and 3BKO cells. Specifically, cluster I was composed of genes upregulated in WT cells after ME commitment, including *T*, *Msgn1*, *Snai1*, *Hand1*, *Sox17*, *Krt19*, *Foxa1*, which were downregulated in 3BKO cells, while cluster III included genes upregulated in 3BKO and was enriched for neuronal and ectodermal genes such as *Sox1*, *Pax6*, *Tubb3* and *Pou3f2* (Fig. 2c, d and Supplementary Data 3, 4).

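In cluster I, genes that rose in WT cells on ME induction stayed low in 3BKO cells. Tbx6, a T-box factor of presomitic mesoderm, was at 1.33 ± 0.197 RPKM (SD, n = 4) in 3BKO and 31.9 ± 6.96 RPKM (SD, n = 2) in WT cells at ME24h (log2 fold change -4.13, SE 0.19, adjusted p = 3.55e-12). Wnt3a, a ligand of the primitive streak, was at 0.106 ± 0.111 RPKM (SD, n = 4) and 12.4 ± 0.826 RPKM (SD, n = 2). Hnf1b, a factor of endoderm, was lower at ME48h (log2 fold change -2.23, adjusted p = 5.74e-07). In cluster III, Tubb2b, a tubulin of neurons, was at 187 ± 24.4 RPKM (SD, n = 4) in 3BKO and 61.3 ± 0.250 RPKM (SD, n = 2) in WT cells at ME48h (log2 fold change 1.59, SE 0.13, adjusted p = 9.18e-09). Id2, a target of BMP signalling, was higher at ME24h (log2 fold change 1.65, adjusted p = 1.08e-06). Of the 528 genes of cluster I, 54 were lower and 2 higher in 3BKO EpiLCs, and 216 were lower and 1 higher at ME24h. At ME48h 310 were lower. Their median log2 fold change at ME48h was -1.17, and 147 (27.8%) were called at no stage. Of the 865 genes of cluster III, 108 were higher and 7 lower in EpiLCs, and 174 were higher and 9 lower at ME24h. At ME48h 191 were higher and 1 lower, with a median of 0.30. In this cluster 531 genes (61.4%) were called at no stage. Calls are from limma at an adjusted p of at most 0.05 with a log2 fold change of at least 1. The clusters were defined on the same values.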

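After ME induction most primitive streak and mesoderm genes were lower, and most neural genes higher, in 3BKO than in WT cells. Brachyury, the product of T (ENSMUSG00000062327, chromosome 17, 8434423 to 8442496 in GRCm38), drives mesoderm formation. T was at 8.92 ± 3.49 RPKM (SD, n = 4) in 3BKO and 116 ± 10.7 RPKM (SD, n = 2) in WT cells at ME24h (log2 fold change -3.71, SE 0.47, adjusted p = 4.42e-06). Of 31 mesoderm genes, 26 were lower and 5 did not pass the test (26 when adjusted over the list alone) at ME24h. At ME48h 1 was higher, 26 were lower and 4 did not pass the test (1 and 28 when adjusted over the list alone). Msgn1 (ENSMUSG00000047002, chromosome 12, 11208360 to 11208972), a factor of presomitic mesoderm, was listed at 0 in all 4 3BKO libraries at ME24h against 27.4 ± 2.17 RPKM (SD, n = 2) in WT. Snai1 (ENSMUSG00000042821, chromosome 2, 167538195 to 167542814), which drives the epithelial to mesenchymal transition, fell at ME48h (log2 fold change -2.44, adjusted p = 9.83e-07). Hand1 (ENSMUSG00000037335, chromosome 11, 57828705 to 57832818), of lateral mesoderm, fell as well (log2 fold change -3.12, adjusted p = 6.22e-10). Of 20 endoderm genes, 1 was higher, 15 were lower and 4 did not pass the test (1 and 15 when adjusted over the list alone) at ME24h. At ME48h 1 was higher, 13 were lower and 6 did not pass the test (1 and 13 when adjusted over the list alone). Krt19 (ENSMUSG00000020911, chromosome 11, 100140810 to 100148665), an epithelial keratin, was at 2.30 ± 0.283 RPKM (SD, n = 4) against 31.3 ± 2.30 RPKM (SD, n = 2). Sox17 (ENSMUSG00000025902, chromosome 1, 4490931 to 4497354), a regulator of endoderm, fell (log2 fold change -2.62, adjusted p = 2.04e-08). Foxa1 (ENSMUSG00000035451, chromosome 12, 57540628 to 57546916), which opens chromatin in endoderm, fell too (log2 fold change -1.65, adjusted p = 9.92e-05). Of 31 neuroectoderm genes, 17 were higher, 3 were lower and 11 did not pass the test (19 and 3 when adjusted over the list alone) at ME24h. At ME48h 28 were higher and 3 did not pass the test (29 when adjusted over the list alone). Sox1 (ENSMUSG00000096014, chromosome 8, 12395295 to 12400126), the earliest marker of neural cells, was at 48.9 ± 7.62 RPKM (SD, n = 4) in 3BKO and 0.838 ± 0.163 RPKM (SD, n = 2) in WT cells (log2 fold change 5.20, SE 0.19, adjusted p = 2.09e-13). It lies on chromosome 8, whose genes were higher in 3BKO cells with a median of 0.29 on the log2 scale in clone B126. Pax6 (ENSMUSG00000027168, chromosome 2, 105668900 to 105697364), a homeobox gene of neural progenitors, was higher at ME48h (log2 fold change 1.48, adjusted p = 6.87e-08). So were the tubulin gene Tubb3 (ENSMUSG00000062380, chromosome 8, 123411424 to 123422015) (log2 fold change 2.62, adjusted p = 1.15e-10) and Pou3f2 (ENSMUSG00000095139, chromosome 4, 22482780 to 22488366), a POU factor of neurons (log2 fold change 2.72, adjusted p = 3.01e-11). Of 26 Hox genes, which pattern the trunk, 1 was higher, 19 were lower and 6 did not pass the test (1 and 21 when adjusted over the list alone) at ME48h, with Hoxb9 at 10.1 ± 9.06 RPKM (SD, n = 4) against 56.0 ± 3.80 RPKM (SD, n = 2). Against all other genes the mesoderm list was lower and the neuroectoderm list higher by camera at ME48h (adjusted p = 8.66e-24 and 4.64e-23). Both held with an estimated correlation (adjusted p = 0.00710 and 2.84e-06). The Hox list (adjusted p = 1.34e-09) was not past the test with it, with adjusted p = 0.156 with an estimated correlation. The endoderm list was lower at ME48h (adjusted p = 1.57e-09, and adjusted p = 0.0376 with an estimated correlation). The study names 7 of the mesoderm genes, 6 of the endoderm genes and 11 of the neuroectoderm genes on these libraries, so these counts are not independent evidence. From the profiles of clusters I and III, the paper states that genes of ME were downregulated in 3BKO cells and that the genes upregulated in them were enriched for neuronal and ectodermal genes.

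**Figure D1:**
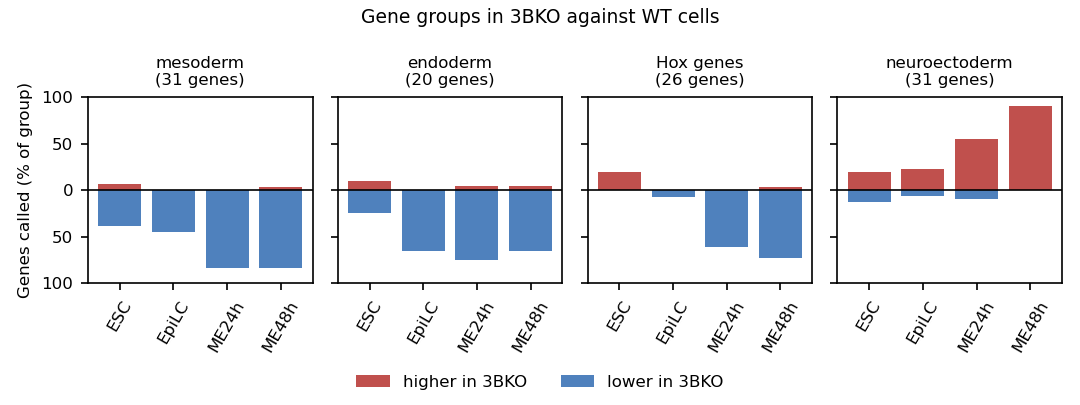
Share of the mesoderm, endoderm, Hox and neuroectoderm genes called in 3BKO against WT cells at each stage, in % of the measured genes of the group (adjusted p of at most 0.05, limma). Bars above 0 are genes higher in 3BKO cells and bars below 0 genes lower; at ME48h 28 of 31 neuroectoderm genes were higher and 26 of 31 mesoderm genes lower.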

Also, at the protein level, Western blot and immunostaining analyses confirmed that T starts to be expressed at the EpiLCs stage and, in the WT, it peaks 24 h after the induction of ME differentiation, but has a visible reduction in 3BKO cells. Conversely, the neuroectodermal marker SOX1 is induced only in the 3BKO from 24 h with a further strong induction at 48 h (Fig. 2e and Supplementary Fig. 2d, e). 3BKO did not alter cell proliferation (Supplementary Fig. 2f) nor the expression of cell cycle and apoptosis genes (Supplementary Fig. 2g).

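Most genes that drive the cell cycle did not pass the test between 3BKO and WT cells, while p53 target genes and several inhibitors of the cycle were higher in 3BKO ESCs. Ccnd1, a cyclin of the G1 phase, was higher in 3BKO ESCs, at 57.8 ± 2.17 RPKM (SD, n = 4) against 26.2 ± 0.210 RPKM (SD, n = 2) (log2 fold change 1.13, SE 0.22, adjusted p = 8.53e-04). Ccne1, a cyclin of the entry into S phase, was lower in EpiLCs (log2 fold change -0.46, adjusted p = 0.0174) and at ME24h (log2 fold change -0.67, adjusted p = 7.40e-04). Of 28 cell cycle genes, 4 were higher, 6 were lower and 18 did not pass the test (5 and 6 when adjusted over the list alone) in ESCs. In EpiLCs 1 was higher and 2 were lower, at ME24h 3 and 4, and at ME48h 4 were higher. Adjusted over the list alone, these later stages gave the same numbers. Of 20 apoptosis genes of either direction, 7 were higher, 3 were lower and 10 did not pass the test (7 and 3 when adjusted over the list alone) in ESCs. In EpiLCs 6 were higher and 5 lower, at ME24h 7 and 6, and at ME48h 7 and 3 (6 and 6, 7 and 6, and 7 and 3 when adjusted over the list alone). Casp8, an initiator caspase, was lower at ME48h, at 2.40 ± 0.0867 RPKM (SD, n = 4) against 10.7 ± 0.0144 RPKM (SD, n = 2) (log2 fold change -1.96, SE 0.12, adjusted p = 2.04e-10). Pmaip1, a BH3-only gene known as Noxa, was higher in EpiLCs (log2 fold change 2.96, adjusted p = 7.47e-04). Apaf1, of the apoptosome, was higher at ME24h (log2 fold change 1.05, adjusted p = 3.61e-05). Of 8 inhibitors of the cycle, which are CDK inhibitor genes and Rb1, 5 were higher and 3 did not pass the test (5 when adjusted over the list alone) in ESCs. In EpiLCs 4 were higher and 2 lower, at ME24h 3 and 1, and at ME48h 4 and 1 (the same numbers when adjusted over the list alone). Rb1, the retinoblastoma gene, was at 9.99 ± 0.902 RPKM (SD, n = 4) against 2.68 ± 1.01 RPKM (SD, n = 2) in ESCs. Cdkn1c, the imprinted inhibitor p57, was higher at ME48h (log2 fold change 2.29, adjusted p = 1.52e-08) and Cdkn2a was lower (log2 fold change -2.59, adjusted p = 2.63e-06). All 10 p53 target genes were higher in 3BKO ESCs (10 when adjusted over the list alone), among them Perp (log2 fold change 2.71, adjusted p = 1.59e-09) and Mdm2 (log2 fold change 1.33, adjusted p = 3.10e-07), the gene of the ligase that degrades p53. In EpiLCs 8 were higher, at ME24h 7, and at ME48h 6 were higher and 1 lower (the same numbers when adjusted over the list alone). The cell cycle and apoptosis lists did not pass camera at any stage (adjusted p from 0.120 to 0.958). The p53 target list passed in ESCs (adjusted p = 4.96e-09, and adjusted p = 0.0181 with an estimated correlation). So did the list of cycle inhibitors (adjusted p = 0.00709, and adjusted p = 0.0394 with an estimated correlation), which passed at no later stage (adjusted p from 0.0829 to 0.163). The p53 target list passed at the later stages (adjusted p from 2.75e-04 to 0.00926), but not with an estimated correlation (adjusted p from 0.0871 to 0.210). The WT ESC group rests on 2 libraries that differ from each other. Without either of them the p53 target list still passed in ESCs (adjusted p = 2.01e-12 without replicate 1 and 1.33e-04 without replicate 2), and the list of cycle inhibitors did not without replicate 2 (adjusted p = 1.57e-04 and 0.284 in the same order), tests that were chosen after the results were seen.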

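In the rescue experiment, ESCs of 3BKO clones B77 and B126 were transfected with a vector expressing Avitag-Dnmt3b (3BKO+3B) or with the empty vector (3BKO+Empty), selected with blasticidin, and taken through EpiLCs to ME24h and ME48h cells. Each of the 6 groups of stage and vector had 4 libraries, 2 from each clone, which makes 24 libraries of poly(A)-selected RNA. There was no WT group and no ESC stage. Reads were processed by the authors as in the comparison of WT and 3BKO cells, and the values are RPKM of 14344 genes, normalized by TMM apart from those of the other experiment. Tests were therefore made within this experiment only. Effective library sizes, estimated as before from the steps of low values, had a median, in units of 1e6 reads, of 6.30 (5.95 to 7.37) with 3B and 6.82 (6.47 to 7.31) with Empty in EpiLCs. They were 7.33 (7.28 to 7.62) and 6.68 (6.39 to 6.90) at ME24h, and 7.22 (6.30 to 7.46) and 6.69 (6.29 to 6.90) at ME48h. The correlation of log2 values across genes was at least 0.964 between libraries of the same group and clone, and the first principal component held 28.6% of the variance. The log2 values, after adding 0.5 RPKM, of 14293 genes were fitted with limma in a model of the 6 groups. A gene is called at an adjusted p of at most 0.05 with a log2 fold change of at least 0.5 in size, as in the paper.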

We performed DNMT3B rescue experiments of both 3BKO ESC clones by DNMT3B ectopic expression using an empty vector (Empty) as a negative control (Fig. 3a) and performed RNA-seq during the differentiation from EpiLCs to ME. We analysed DEGs at different time points between 3BKO and DNMT3B rescued cells (Fig. 3b and Supplementary Data 5). 

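With DNMT3B, Wnt8a, Nkx1-2, Eomes and T were among the 10 genes that rose most in EpiLCs, and Hox genes were among those that rose most at ME48h. In EpiLCs Wnt8a, a WNT ligand of the early streak, was at 26.2 ± 3.35 RPKM (SD, n = 4) with 3B and 1.68 ± 0.806 RPKM (SD, n = 4) with Empty (log2 fold change 3.68, SE 0.23, adjusted p = 5.34e-11). Eomes, a T-box factor of the streak, was at 14.8 ± 2.40 RPKM (SD, n = 4) and 1.13 ± 0.744 RPKM (SD, n = 4) (log2 fold change 3.34, adjusted p = 8.76e-09). Nkx1-2, a homeobox gene of the caudal epiblast, was also among the 10 highest (log2 fold change 3.66, adjusted p = 1.14e-11). Most mesoderm genes did not pass the test at that stage (23 of 30), among them Mixl1 (log2 fold change 0.46, adjusted p = 0.201), and Tbx6 was lower (log2 fold change -0.83, adjusted p = 0.00685). Ndufa4l2, a gene induced by low oxygen, was the lowest (log2 fold change -3.73, adjusted p = 4.14e-11). At ME24h, Evx1 of the posterior streak (log2 fold change 3.89, adjusted p = 1.47e-10) and Cdx2, a caudal homeobox gene (log2 fold change 3.63, adjusted p = 9.46e-07), were among the highest and Tdgf1, the nodal coreceptor (log2 fold change -4.21, adjusted p = 7.88e-11), among the lowest. At ME48h, Hoxb9 (log2 fold change 4.33, adjusted p = 5.79e-08) and Hoxc8 (log2 fold change 3.87, adjusted p = 1.25e-11), which pattern the trunk, were among the 10 highest. Aqp3, a water and glycerol channel, was at 0.462 ± 0.349 RPKM (SD, n = 4) with 3B and 66.1 ± 16.1 RPKM (SD, n = 4) with Empty. Trib3 (log2 fold change -4.85, adjusted p = 1.06e-08) and Chac1 (log2 fold change -4.46, adjusted p = 1.53e-08), targets of the stress factor ATF4, were also among the 10 lowest. By camera the Hox list was higher at ME48h (adjusted p = 3.12e-12, and adjusted p = 0.196 with an estimated correlation). The stress response list was lower (adjusted p = 0.00114 and 0.315 in the same order), as was the naïve pluripotency list (adjusted p = 1.92e-15 and 0.196). Dnmt3b RNA was at 86.6 ± 46.6 RPKM (SD, n = 4) with 3B and 57.1 ± 30.4 RPKM (SD, n = 4) with Empty in EpiLCs, and passed the test at no stage (log2 fold changes 0.59, -0.59 and -0.29, adjusted p from 0.319 to 0.647). The clones differed in its level, and with the clone as a block it was higher with 3B in EpiLCs (adjusted p = 0.00246) and lower at ME24h (adjusted p = 0.0026). After ME induction it therefore does not mark the rescued cells, whose DNMT3B protein the paper shows in EpiLCs by Western blot. In all, 1610 genes were higher and 2514 lower with 3B in EpiLCs. The counts were 1452 and 2377 at ME24h, and 2099 and 2298 at ME48h, by limma. The naïve pluripotency gene Nr0b1 was at 32.2 ± 7.80 RPKM (SD, n = 4) with Empty and 1.63 ± 0.494 RPKM (SD, n = 4) with 3B at ME48h. At a log2 fold change of at least 1 the counts were 297 and 762 in EpiLCs, 202 and 913 at ME24h, and 508 and 1042 at ME48h.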

GO enrichment analysis highlighted that ME-related gene sets, including WNT signalling pathway, mesoderm development and response to BMP, were upregulated in DNMT3B rescue. Conversely, gene sets related to neuroectoderm, as axonogenesis and positive regulation of neuronal differentiation, were repressed (Fig. 3c). 

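Most target genes of WNT signalling were higher with 3B than with Empty at ME24h and ME48h, and most genes of mesoderm at ME48h, while naïve pluripotency genes were lower in the same cells. Sp5, a direct target of beta-catenin (ENSMUSG00000075304, chromosome 2, 70474923 to 70477729 in GRCm38), was at 28.9 ± 8.18 RPKM (SD, n = 4) with 3B and 4.94 ± 3.25 RPKM (SD, n = 4) with Empty at ME24h (log2 fold change 2.64, SE 0.36, adjusted p = 3.81e-06). Of 11 WNT target genes, 4 were higher and 2 lower in EpiLCs, 10 were higher at ME24h and 8 at ME48h (the same numbers when adjusted over the list alone). Nkd1 and Notum, feedback inhibitors of the pathway, were higher at ME24h (log2 fold change 1.78, adjusted p = 1.60e-07) and (log2 fold change 1.87, adjusted p = 1.21e-08). Of 30 mesoderm genes, 4 were higher, 3 were lower and 23 did not pass the test (3 and 1 when adjusted over the list alone) in EpiLCs. At ME24h 13 were higher, 1 was lower and 16 did not pass the test (13 and 1 when adjusted over the list alone). At ME48h 22 were higher and 8 did not pass the test (25 when adjusted over the list alone). Aldh1a2 was at 11.3 ± 4.25 RPKM (SD, n = 4) against 1.31 ± 0.849 RPKM (SD, n = 4) at ME48h. Tbx6 was higher (log2 fold change 2.55, adjusted p = 1.73e-08). Of 13 BMP response genes, 1 was higher and 4 were lower in EpiLCs, and 3 and 2 at ME24h (the same numbers when adjusted over the list alone). At ME48h 6 were higher, 2 were lower and 5 did not pass the test (7 and 2 when adjusted over the list alone). Id3 (log2 fold change 2.12, adjusted p = 2.66e-06), a direct target of BMP, and Msx1 (log2 fold change 3.11, adjusted p = 5.00e-08) were higher at ME48h. Smad6, an inhibitor of the pathway, was lower in EpiLCs (log2 fold change -1.34, adjusted p = 3.05e-06). Of 10 FGF response genes, 6 were higher and 1 lower in EpiLCs, 8 and 1 at ME24h, and 4 and 2 at ME48h (the same numbers when adjusted over the list alone). Egr1, an early target of ERK, was at 12.0 ± 1.58 RPKM (SD, n = 4) and 0.721 ± 0.348 RPKM (SD, n = 4) in EpiLCs. All 20 naïve pluripotency genes were lower with 3B at ME24h and at ME48h (20 when adjusted over the list alone), among them Esrrb (log2 fold change -4.04, adjusted p = 9.61e-11) and Klf2 (log2 fold change -3.44, adjusted p = 1.12e-09) at ME24h. By camera this list was lower at ME24h (adjusted p = 2.66e-12, and adjusted p = 0.141 with an estimated correlation) and ME48h (adjusted p = 1.92e-15 and 0.196). By camera the WNT target list was higher at ME24h (adjusted p = 2.49e-05, and adjusted p = 0.0969 with an estimated correlation) and ME48h (adjusted p = 7.12e-04 and 0.196 in the same order). So was the mesoderm list at ME24h (adjusted p = 0.00975, and adjusted p = 0.595 with an estimated correlation) and ME48h (adjusted p = 1.56e-06 and 0.364). The BMP list passed at no stage (adjusted p from 0.191 to 0.926). The FGF list passed in EpiLCs (adjusted p = 0.0171, and adjusted p = 0.916 with an estimated correlation) and at ME24h (adjusted p = 0.00975 and 0.488). With a minimum of 5 RPKM the adjusted p of the mesoderm list at ME24h was 0.143 by camera. As naïve pluripotency genes stayed high with Empty, differences at ME48h may hold differences in cell state besides those of DNMT3B.

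**Figure D2:**
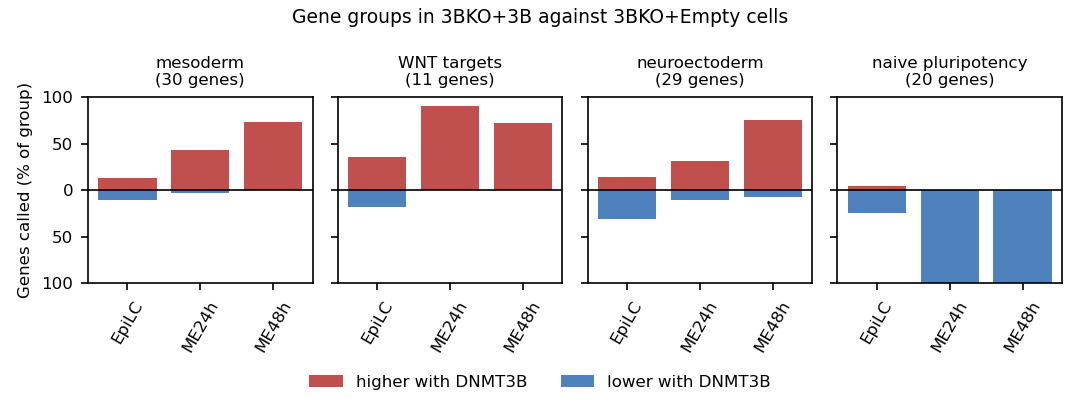
Share of the mesoderm, WNT target, neuroectoderm and naïve pluripotency genes called in 3BKO+3B against 3BKO+Empty cells at each stage, in % of the measured genes of the group (adjusted p of at most 0.05, limma). Bars above 0 are genes higher with DNMT3B and bars below 0 genes lower; at ME24h 10 of 11 WNT target genes were higher and all 20 naïve pluripotency genes lower.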

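Neuroectoderm genes were more often higher than lower with 3B at ME48h, while in EpiLCs the list did not differ from other genes by camera. Ncam1, an adhesion molecule of neurons, was lower with 3B in EpiLCs, at 1.63 ± 0.192 RPKM (SD, n = 4) against 5.02 ± 0.542 RPKM (SD, n = 4) (log2 fold change -1.37, SE 0.11, adjusted p = 1.27e-09). Stmn2, a regulator of microtubules in axons, was lower as well (log2 fold change -0.89, adjusted p = 1.09e-07). Neurog2, a proneural factor, was higher at ME48h, at 7.42 ± 1.61 RPKM (SD, n = 4) against 0.309 ± 0.263 RPKM (SD, n = 4) (log2 fold change 3.33, SE 0.20, adjusted p = 1.92e-11). So were the Notch effectors Hes3 (log2 fold change 2.44, adjusted p = 1.21e-06) and Hes5 (log2 fold change 2.33, adjusted p = 2.91e-07), which act in neural progenitors. Of 29 neuroectoderm genes, 4 were higher and 9 lower in EpiLCs, and 9 and 3 at ME24h (the same numbers when adjusted over the list alone). At ME48h 22 were higher, 2 were lower and 5 did not pass the test (23 and 2 when adjusted over the list alone). The list was higher with 3B at ME48h by camera (adjusted p = 3.30e-05, and adjusted p = 0.364 with an estimated correlation). It passed camera in neither EpiLCs nor ME24h cells (adjusted p = 0.423 and 0.388). At the limit used for these counts, 3290 of all 14293 genes were higher and 3884 lower with 3B in EpiLCs. The numbers were 3928 and 3533 at ME48h. Sox1 had a log2 fold change of 1.14 (SE 0.26, adjusted p = 9.05e-04) at ME48h and Tubb2b a log2 fold change of 1.01 (SE 0.13, adjusted p = 9.13e-07). Sox1 lies on chromosome 8. In the same cells naïve pluripotency genes were high with Empty, which they were not in 3BKO cells of the comparison with WT. Differences between 3B and Empty at ME48h may therefore hold differences in cell state besides those of DNMT3B. Zfp42 was at 135 ± 48.9 RPKM (SD, n = 4) with Empty and 13.6 ± 5.22 RPKM (SD, n = 4) with 3B at ME48h (log2 fold change -3.27, SE 0.26, adjusted p = 1.14e-09). Tfcp2l1, a factor of naïve cells, was at 40.5 ± 9.24 RPKM (SD, n = 4) and 2.83 ± 1.32 RPKM (SD, n = 4). Of 8 neural crest genes, 3 were higher, 2 were lower and 3 did not pass the test (3 and 2 when adjusted over the list alone) at ME48h. Pax3, also of the dorsal neural tube, was higher (log2 fold change 3.09, adjusted p = 1.17e-08). The lists were fixed here and are not the GO gene sets of the paper, which were not tested.

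**Figure D3:**
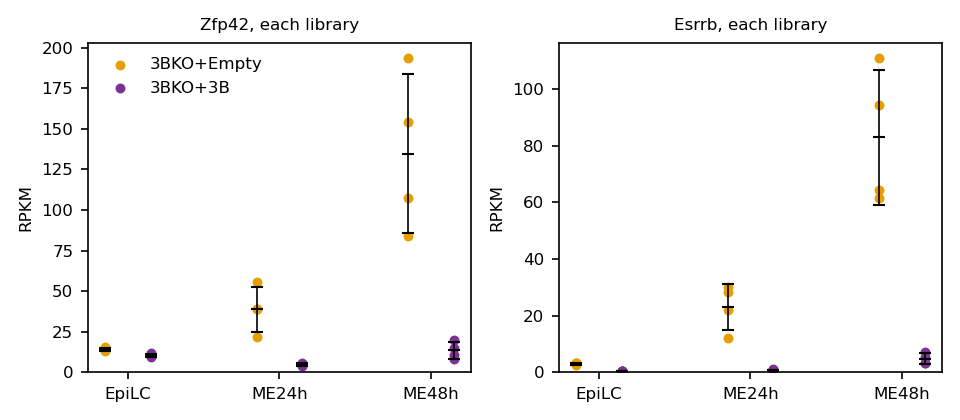
RPKM of Zfp42 and Esrrb in each library of 3BKO+Empty and 3BKO+3B cells by stage. Points are libraries, 4 per group, and bars are the mean and SD; at ME48h Zfp42 was at 135 ± 48.9 RPKM with Empty and 13.6 ± 5.22 RPKM with 3B.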

We observed that 47.4% of the upregulated genes in the 3BKO were repressed and 29% were reactivated by DNMT3B ectopic expression (Fig. 3d, e). In particular, among the induced TFs, we found *T*, *Gata4*, and *Mixl1*, known to be involved in the ME commitment, while *Sox2*, *Pax6*, and *Tubb3*, which are markers of neuro-ectoderm specification, were significantly repressed upon DNMT3B ectopic expression (Fig. 3e and Supplementary Data 5).

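Genes that rose in 3BKO cells and fell with 3B included motile cilium and glycolysis genes, and genes that fell in 3BKO cells and rose with 3B included most mesoderm and Hox genes. Of 29 mesoderm genes measured in both experiments, 24 were lower in 3BKO than in WT cells and higher with 3B than with Empty, and none went the other way. Hox genes gave 21 of 24, FGF response genes 7 of 10, ribosome biogenesis genes 10 of 18 and WNT target genes 6 of 10. Etv4, for example, was at 28.7 ± 1.70 RPKM (SD, n = 4) with 3B and 5.54 ± 2.03 RPKM (SD, n = 4) with Empty at ME24h (log2 fold change 2.33, adjusted p = 7.57e-09). Bop1, a factor of ribosome assembly, was at 43.0 ± 2.85 RPKM (SD, n = 4) and 22.6 ± 4.61 RPKM (SD, n = 4) (log2 fold change 0.93, adjusted p = 5.77e-07). Of 29 neuroectoderm genes, 9 were higher in 3BKO cells and lower with 3B, and 4 were lower and then higher. Among the 9, Sox1, Pax6, Tubb2b and Tuba1a were lower with 3B in EpiLCs but higher with 3B at ME48h, where they were also higher in 3BKO cells. Tubb3 was lower with 3B in EpiLCs and higher at ME24h, and Sox2 was higher in EpiLCs and lower at ME24h and ME48h. Motile cilium genes gave 5 of 10 higher and then lower, with Drc1, of the axoneme, lower with 3B in EpiLCs (log2 fold change -1.67, adjusted p = 1.41e-07), and glycolysis genes 4 of 15, with Pfkp (log2 fold change -1.36, adjusted p = 1.71e-08). Naïve pluripotency genes gave 5 of 20 higher and then lower. The ribosome biogenesis list was chosen after Nop2 and Nifk, which it leaves out, had been seen among the paper's genes changed with 3B. Foxj1, Drc1 and Zmynd10 of the motile cilium list had been seen among the paper's DNMT3B targets. A change counts at any of EpiLC, ME24h or ME48h with an adjusted p of at most 0.05 and a log2 fold change of at least 0.5 in each experiment, over the 13838 genes tested in both. Of 2615 genes higher in 3BKO cells, 1287 (49.2%) were lower with 3B, where chance gives 785 (odds ratio 2.83, p = 8.12e-118, one-sided Fisher's exact test). They are 31.0% of the 4152 genes lower with 3B. Of 2213 genes lower in 3BKO cells, 754 (34.1%) were higher with 3B, where chance gives 566 (odds ratio 1.64, p = 1.16e-22 from the same exact test). They are 21.3% of the 3539 genes higher with 3B. With both changes at the same stage the shares were 40.0% and 26.2%. With a log2 fold change of at least 1 in both experiments, 29.9% of the genes higher in 3BKO cells were lower with 3B. Across the 13838 genes the 3B effect correlated with WT minus 3BKO at r = 0.326 in EpiLCs, 0.164 at ME24h and -0.159 at ME48h. Genes at least 2 times higher in 3BKO ESCs than at each later stage made up 10.6% and 7.82% of these overlaps, and without them the shares were 47.3% and 36.3%. Genes are not independent replicates, so the p values measure overlap only. The numbers that chance gives assume that a gene is called in the 2 experiments independently. Overlaps of changes in the same direction were not counted, so these numbers do not measure reversal alone.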

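Among the ME factors, T and Mixl1 were higher with 3B at ME24h, and Gata4 did not pass the test at any stage. T was at 39.0 ± 14.8 RPKM (SD, n = 4) with 3B and 12.3 ± 11.3 RPKM (SD, n = 4) with Empty at ME24h (log2 fold change 2.08, SE 0.50, adjusted p = 0.00157). It had a log2 fold change of 1.10 (SE 0.50, adjusted p = 0.0719) at ME48h. Mixl1 (ENSMUSG00000026497, chromosome 1, 180693043 to 180697034 in GRCm38), of the primitive streak, was at 2.36 ± 1.22 RPKM (SD, n = 4) and 0.277 ± 0.0562 RPKM (SD, n = 4) at ME24h (log2 fold change 1.77, SE 0.29, adjusted p = 3.13e-05). The test gave an adjusted p of 0.0748 at ME48h. Gata4 (ENSMUSG00000021944, chromosome 14, 63198922 to 63271692), a zinc finger factor of heart and endoderm on a chromosome whose genes were higher in 3BKO than in WT cells, had a log2 fold change of 0.86 (SE 0.42, adjusted p = 0.0952) at ME48h and a log2 fold change of 0.45 (SE 0.42, adjusted p = 0.398) at ME24h. With the clone as a block, T, Mixl1 and Gata4 passed the test at ME48h (adjusted p = 0.0160, 0.0480 and 0.00660), and in clone B126 on its own Gata4 had a log2 fold change of 1.44 (adjusted p = 0.00184). Among the neural factors, Sox2 was lower with 3B at ME24h (log2 fold change -0.86, SE 0.16, adjusted p = 1.53e-04) and ME48h (log2 fold change -0.90, SE 0.16, adjusted p = 8.15e-05). Pax6 was lower in EpiLCs (log2 fold change -0.85, SE 0.21, adjusted p = 0.00184) and higher at ME48h (log2 fold change 0.66, SE 0.21, adjusted p = 0.0117). Tubb3 was lower in EpiLCs (log2 fold change -0.58, SE 0.18, adjusted p = 0.0124) and higher at ME24h (log2 fold change 0.69, SE 0.18, adjusted p = 0.00356). In clone B126 the value of Pax6 at ME48h was -0.07. The interaction terms between ME24h and EpiLCs were -1.37 for Sox2 (adjusted p = 2.28e-04) and 1.27 for Tubb3 (adjusted p = 0.00132). Between ME48h and EpiLCs the term was 1.51 for Pax6 (adjusted p = 3.31e-04). Nanog, a marker of pluripotency, was lower with 3B at ME48h as well (log2 fold change -2.69, adjusted p = 5.90e-12). From these results, the paper concludes that a lack of DNMT3B leaves the formation of EpiLCs intact and impairs ME differentiation.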

**Fig. 3:**
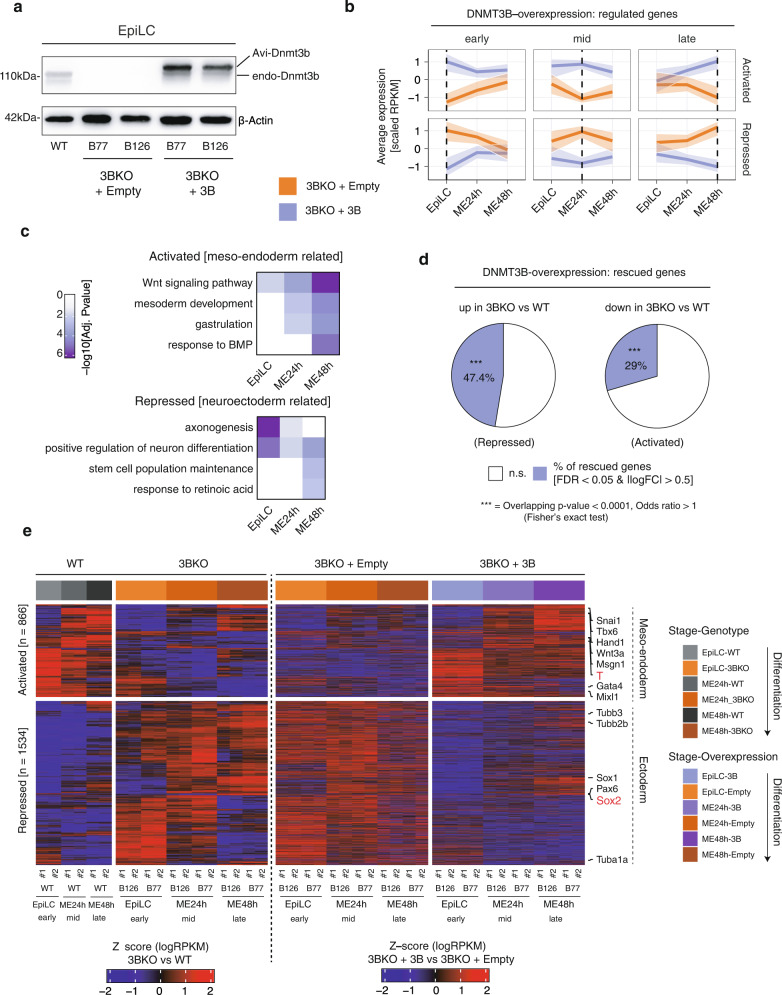
Rescue of the meso-endoderm phenotype in *Dnmt3b*^*−/−*^ cells. **a** Western blot analysis of DNMT3B expression in 3BKO (two independent clones) EpiLC derived from ESCs transfected with Empty vector (control) or Avitag-Dnmt3b (Rescued). WT cells and β-actin serve as control. Representative of two independent experiments. Uncropped gels are provided in Supplementary Fig. 11. **b** Trends of gene expression dynamics for all the DEGs (activated at the top, repressed at the bottom) between 3BKO + empty (3BKO) (orange) and 3BKO + 3B (rescued) (purple) during differentiation from EpiLC to ME24 and ME48h. Genes are grouped as early, medium and late according to when the biggest difference in transcription between 3BKO + 3B (rescued) and 3BKO + empty (3BKO) occurs. Dark lines represent the median, the shaded areas represent the interquartile range of each gene set. **c** Heatmap showing selected GO terms for enriched biological processes in activated and repressed genes, grouped as in **b**. **d** Pie chart showing the proportion of rescued genes by DNMT3B ectopic expression in 3BKO cells (***p-value < 0.0001, Odds ratio > 1, one-sided Fisher’s exact test). **e** Heatmaps showing the expression patterns of rescued genes from panel **d**.

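At the EpiLC stage 3BKO and WT cells differed in a part of the genes of the coming lineages, and the change of the difference from there to ME48h passed the test for most of the mesoderm genes that the study names and for Sox1, Tubb3 and Sox2. Of 31 mesoderm genes, 14 were lower and 17 did not pass the test (14 when adjusted over the list alone) in EpiLCs. T was at 5.51 ± 3.90 RPKM (SD, n = 4) in 3BKO and 27.8 ± 1.46 RPKM (SD, n = 2) in WT EpiLCs (log2 fold change -2.48, SE 0.47, adjusted p = 5.36e-04). Its clone means were 2.37 RPKM in B77 and 8.65 RPKM in B126. Lhx1, a LIM homeobox gene of the streak, was lower as well (log2 fold change -2.28, adjusted p = 7.23e-07). A part of these differences was already present in ESCs. There T (log2 fold change -3.89, adjusted p = 4.77e-06), Mixl1 (-2.25, adjusted p = 1.18e-04) and Msgn1 (-1.44, adjusted p = 2.76e-04) were lower in 3BKO cells. Snai1, Tbx6, Hand1 and Wnt3a did not pass the test in ESCs (adjusted p from 0.495 to 0.964). Of 20 endoderm genes, 13 were lower and 7 did not pass the test (13 when adjusted over the list alone) in EpiLCs. Cer1, a secreted inhibitor from anterior endoderm, was at 51.1 ± 10.2 RPKM (SD, n = 4) against 179 ± 5.68 RPKM (SD, n = 2). Of 31 neuroectoderm genes, 7 were higher, 2 were lower and 22 did not pass the test (7 and 2 when adjusted over the list alone), with Stmn2 higher (log2 fold change 1.08, adjusted p = 1.10e-04). FGF response genes were lower in 8 of 10 cases in EpiLCs (8 when adjusted over the list alone), with Spry4, a feedback inhibitor of FGF (log2 fold change -1.95, adjusted p = 2.09e-06). The change of the 3BKO effect from EpiLCs to ME48h, tested as an interaction, was 4.51 for Sox1 (SE 0.27, adjusted p = 4.66e-09) and 1.53 for Tubb3 (SE 0.22, adjusted p = 5.05e-05). It was 1.23 for Sox2 (SE 0.13, adjusted p = 1.93e-06), and for the mesoderm gene Hand1 -2.80 (adjusted p = 1.58e-06). Tbx6 (-2.93, adjusted p = 2.79e-07), Wnt3a (-2.33, adjusted p = 2.79e-07), Msgn1 (-2.10, adjusted p = 3.18e-04) and Snai1 (-1.47, adjusted p = 0.0147) passed as well, as did the endoderm genes Krt19 (-3.21, adjusted p = 1.09e-05) and Sox17 (-1.84, adjusted p = 3.99e-04), while Foxa1, Gata4 and Hnf1b did not (adjusted p from 0.0553 to 0.305). For T it was 0.89 (adjusted p = 0.423), for Mixl1 0.45 (adjusted p = 0.636) and for Foxa2 0.09 (adjusted p = 0.953). From EpiLCs to ME24h it was -2.10 for Mixl1 (adjusted p = 0.0206). In all, the effect differed between ME48h and EpiLCs for 1152 genes, 300 in the upward and 852 in the downward direction. Between ME24h and EpiLCs it differed for 359 genes (116 and 243), at an adjusted p of at most 0.05 with a log2 fold of at least 1, by limma. By camera the mesoderm list was lower in EpiLCs (adjusted p = 4.25e-06, and adjusted p = 0.247 with an estimated correlation). So were the endoderm list (adjusted p = 4.25e-06 and 0.224 in the same order) and the FGF list (adjusted p = 1.60e-05 and 0.117). The neuroectoderm list did not pass (adjusted p = 0.492). The mesoderm, endoderm and neuroectoderm lists hold genes that the study names on these libraries.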

Taken together, these results demonstrate that lack of DNMT3B does not affect the formation of EpiLCs from ESCs, but impairs their further differentiation into ME redirecting the differentiation of EpiLCs towards the neuro-ectodermal transcriptional program.

### Lack of DNMT3B impairs DNAme in EpiLCs at critical regulatory regions for their commitment toward meso-endoderm

To obtain a detailed map of the DNAme landscape established during the ESC-EpiLC-ME differentiation, we interrogated WT and two different 3BKO clones at the ESC, EpiLC and ME stages by whole genome bisulfite sequencing (WGBS). PCA and hierarchical clustering analysis showed good overall correlation between biological replicates and well-discriminated consecutive differentiation steps (Supplementary Fig. 3a–c). Globally, we observed a gradual increase of DNAme levels from ESCs to ME48h, with reduced DNAme in the 3BKO samples, both in terms of average DNAme and percentage of highly methylated CpG sites (Supplementary Fig. 3d, e).

To verify that the in vitro data genuinely describe what happens in vivo, we compared the WGBS at EpiLCs with published data of E6.5 epiblast derived from WT and 3BKO embryos^37^. We found that 40.3% of the in vitro DMRs were also hypomethylated in vivo, with significant enrichment in distal enhancers associated with genes involved in positive regulation of neuron differentiation and gastrulation (Supplementary Fig. 4). Interestingly, we also observed that a large fraction of the genes having an hypomethylated region in human 3BKO HUES64^38^ were consistently hypomethylated in EpiLCs with enrichment for enhancers of genes involved in neural differentiation (Supplementary Fig. 5).

We next defined differentially methylated regions (DMRs) in WT cells differentiation from ESCs to ME48h, resulting in a total of ~54,000 regions (Supplementary Fig. 6a and Supplementary Data 6). These DMRs cluster into three distinct groups, defined as medium (i), high (ii) and demethylated (III) according to the trend and magnitude of the overall DNAme levels acquired. Genomic annotation of these three DMR clusters showed significant enrichment in regulatory regions (Supplementary Fig. 6b, c) of genes involved in development (cluster I and III) and regulation of metabolism (cluster II).

The DNAme patterns of each of the three DMR clusters largely mirror the trend of in vivo DNAme data from peri- and post implantation mouse embryos from E3.5 to E7.5^35^ (Fig. 4a and Supplementary Fig. 6e–j). Detailed analysis showed that the largest fraction of DMRs exhibit the same dynamics and DNAme levels between in vitro and in vivo (54.8% of cluster I which includes 5528 regions and 77% of cluster II which includes 46982 regions) (Supplementary Fig. 6a, e, h and Supplementary Fig. 7). We also observed a fraction of DMRs that reach lower levels of DNAme in vivo as compared to in vitro (19.8% of cluster I and 21% of cluster II), and a fraction of genomic regions that acquire de novo DNAme only in the in vitro system (25.4% of cluster I and 2% of cluster II), remaining mostly hypomethylated in vivo.

**Fig. 4:**
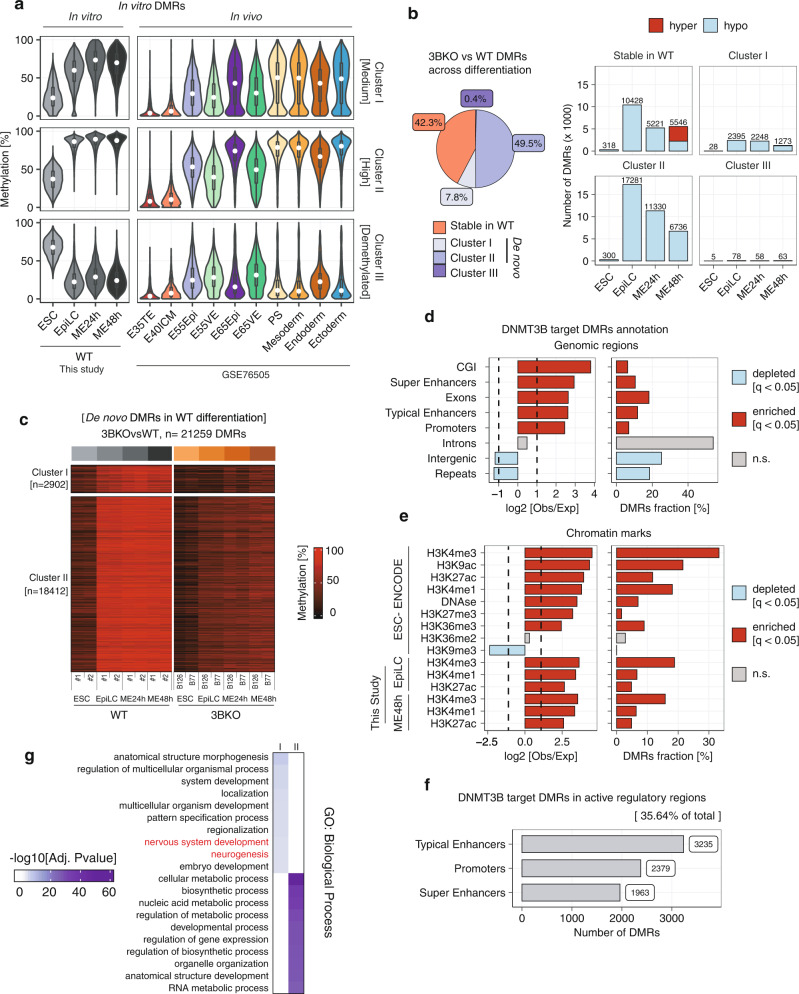
WGBS analysis identifies DNMT3B-dependent de novo methylated regions during ESC-EpiLC-ME differentiation. **a** Violin plots comparing the behaviour of DNAme levels (as average %) at the DMRs identified in WT differentiation (see Supplementary Fig. 6) between in vitro differentiation and in vivo embryonic and extraembryonic tissues from published data^35^. White dots indicate median, box indicates the interquartile range (IQR) and whiskers denote the 1.5 × IQR. **b** (left) Pie chart of proportions of DMRs identified during the ESC-EpiLC-ME differentiation in 3BKO cells, divided as “stable in WT” or belonging to WT differentiation cluster I, II or III. (right) Barplots showing the number of 3BKO versus WT DMRs in each group, coloured according to hypo- (pale blue) or hyper- (red) methylation. **c** WGBS heatmap visualising the DNAme dynamics across differentiation between 3BKO and WT for the two DMR clusters (cluster I and II) that are targets of DNMT3B for de novo DNAme. **d**, **e** Annotation of DMRs for the overlap with distinct genomic regions (**d**) and chromatin marks (**e**), reported as (left) the log2-enrichment for each feature and (right) the percentage of DMRs overlapping each feature, calculated with the Genomic Association Test (GAT) tool^39^. Bars are coloured according to the statistical significance (*q*-value < 0.05) of each feature (enriched = red, depleted = pale blue, non-significant = grey). **f** Barplot showing the number of DNMT3B target DMRs overlapping regulatory regions (promoters, typical and super enhancers). Typical and super enhancers were defined by the H3K27ac signal profiles across differentiation using ROSE^60^ (Supplementary Fig. 8). **g** Heatmap showing adjusted *p*-values for selected GO terms fof enriched biological processes in each cluster. Gene set over-representation analysis was performed for genes associated with DMRs overlapping putative regulatory regions using hypergeometric tests as implemented in GREAT^63^.

The comparison of the DNAme dynamics across ME differentiation between 3BKO and WT samples showed that 42.3% regions did not change their DNAme state during WT differentiation (Fig. 4b), so we defined them as ‘stable in WT’. The remaining regions overlapped the three WT DMR clusters (Fig. 4a and Supplementary Fig. 6a). We focused our attention on cluster I and II as these corresponded to regions that were de novo methylated in WT cells that failed to acquire DNAme in 3BKO cells (Fig. 4c), thus being DNMT3B-target regions (DNMT3B DMRs) for de novo DNAme during the differentiation process. Interestingly, both cluster I (Medium)—which accounts for 7.8% of the identified DMRs—and cluster II (high)—which comprises 49.3% of total DMRs—are made of regions that gained DNAme during the transition from ESCs to EpiLCs and maintain their DNAme status afterwards.

The genomic distribution of DNMT3B DMRs showed a significant over-representation at CpG Islands (6.3%), promoters (6.9%) and exons (18.2%), as well as at enhancers and super enhancers regions (Fig. 4d, *Q*-value < 1e^−4^ as calculated by the GAT tool^39^). In particular, we found that 7577 DNMT3B-DMRs (35.64% of total) overlapped with regulatory regions, either promoters or enhancers that were active (i.e. marked by H3K27ac) in any of the three stages of the differentiation (ESCs, EpiLCs or ME) (Fig. 4e and Supplementary Fig. 8), with a strong enrichment at both typical- and super-enhancer (respectively of 11.8% and 10.5% of nucleotide overlap, log2[Obs./Exp.] ratio > 2 and *Q*-value < 1e^−4^) elements (Fig. 4e, f). Functional enrichment analysis of genes associated with each DMR cluster revealed a significant enrichment for GO terms related to development (Fig. 4g).

We then integrated the results from the joint profiling of gene expression (RNA-seq), DNAme (WGBS) and histone modifications associated with active or primed regulatory regions (ChIP-seq of H3K4me1/me3, H3K27ac) during ME induction in 3BKO in comparison to WT cells (Fig. 5).

**Fig. 5:**
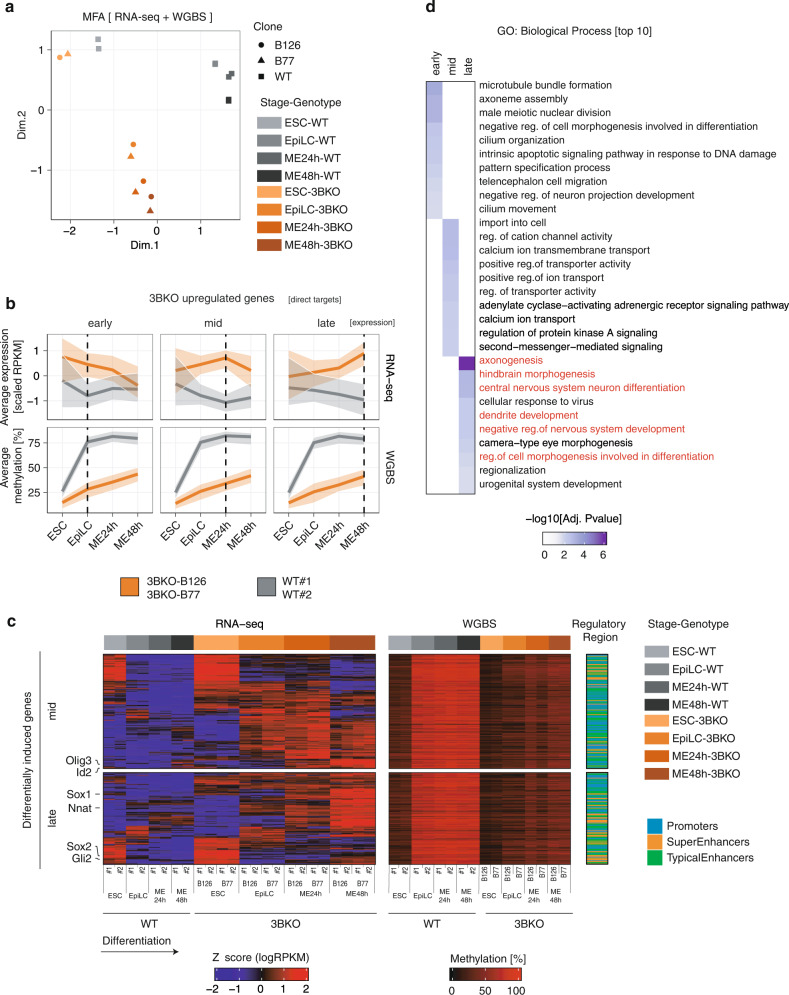
Integrated analysis reveals key DNMT3B regulated genes associated with neuro-ectodermal lineage commitment. **a** Multiple Factor Analysis (MFA) approach on integrated RNA and WGBS sequencing data show discrimination between ESC, EpiLC and ME stages and a divergent differentiation trajectory between 3BKO and WT cells. **b** Trends of gene expression and DNAme dynamics in WT (grey) and 3BKO (orange) cells for the 615 DNMT3B target genes. Dark lines represent median of gene expression (top panel, as scaled RPKM) and DMRs methylation (bottom panel, as %), shaded areas represent the interquartile range. Genes are divided as early, medium and late according to when the biggest difference in transcription between 3BKO and WT occurs (indicated by the vertical line). While transcription of these genes shows distinct dynamical patterns of induction, DNAme depositions on their associated regulatory region is mostly established at the EpiLC stage. **c**, Integrated heatmaps of RNA-seq (left) and WGBS data (right) of differentially induced genes in medium and late stages of differentiation, displaying also differential methylation in regulatory regions (promoters/enhancers/super-enhancers). Each row represents a z-score of normalized logRPKM (for RNA-seq) and average % of DNAme (for WGBS) of the associated DMRs. The last (rightmost) 1-column heatmap indicates the regulatory region. Key neuro-ectodermal markers are indicated on the left. **d** Heatmap showing adjusted *p*-values (hypergeometric test as implemented in the ClusterProfiler package) of GO terms for enriched biological processes in early, medium and late DNMT3B target genes.

Multiple Factor Analysis (MFA) applied on the integrated RNA-seq and WGBS datasets confirmed the divergent differentiation trajectories of WT and 3BKO cells (Fig. 5a). 

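The genes that the study lists as targets of DNMT3B, in Supplementary Data 7, were more often higher than lower in 3BKO than in WT cells at all stages from EpiLCs on. The list holds 601 distinct gene names in the form available, of which 597 were measured. In EpiLCs 190 of them were called higher and 7 lower in 3BKO cells. At ME24h the counts were 207 and 11, and at ME48h 185 and 17, at an adjusted p of at most 0.05 with a log2 fold change of at least 1 from limma. In ESCs 76 were higher and 6 lower. The median log2 fold change was 0.34 in ESCs, 0.71 in EpiLCs, 0.79 at ME24h and 0.66 at ME48h. Without the minimum fold, 377 were higher and 15 lower in EpiLCs, 416 and 33 at ME24h, and 343 and 46 at ME48h. Tekt1, of the axoneme of motile cilia, was at 4.93 ± 0.330 RPKM (SD, n = 4) in 3BKO and 0.305 ± 0.171 RPKM (SD, n = 2) in WT EpiLCs (log2 fold change 2.77, SE 0.20, adjusted p = 9.81e-09). Ddx4, a helicase of germ cells (ENSMUSG00000021758, chromosome 13, 112598333 to 112652475 in GRCm38), was at 1.14 ± 0.778 RPKM (SD, n = 4) and 0.0541 ± 0.0171 RPKM (SD, n = 2) (log2 fold change 1.43, adjusted p = 0.00210). Dmc1, of meiotic recombination, was higher in EpiLCs (log2 fold change 1.48, adjusted p = 5.36e-05). The targets include 9 of 31 neuroectoderm genes, 7 naïve pluripotency genes, 5 motile cilium genes and 4 germline genes, and no mesoderm gene. The study chose these genes for a rise in 3BKO cells on these same libraries, so their direction is not independent evidence. Their DNA methylation was not part of the data examined.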

By crossing these multi-omics profiles, we identified a list of 615 DNMT3B target genes, defined as: (i) having at least one associated DMR targeted by DNMT3B across the differentiation time course (WGBS); (ii) overlapping with a putative regulatory region (ChIP-seq); (iii) being upregulated in 3BKO cells with respect to WT upon ME induction (RNA-seq).

We next visualised the gene expression and DNAme dynamics of the hypomethylated genes. 

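The study places its DNMT3B target genes in an early, a mid and a late group by the stage of their largest rise in 3BKO cells. Cdkn1c, an imprinted CDK inhibitor of the early group, was at 29.2 ± 0.991 RPKM (SD, n = 4) in 3BKO and 5.25 ± 0.293 RPKM (SD, n = 2) in WT EpiLCs (log2 fold change 2.37, SE 0.19, adjusted p = 3.37e-08). Fdft1, squalene synthase of cholesterol synthesis and in the mid group, was higher at ME24h, at 33.1 ± 3.27 RPKM (SD, n = 4) against 15.1 ± 2.10 RPKM (SD, n = 2) (log2 fold change 1.11, SE 0.11, adjusted p = 2.90e-07). Gnl3, the nucleolar protein nucleostemin and in the late group, was higher at ME48h, at 159.6 ± 28.7 RPKM (SD, n = 4) against 78.6 ± 0.484 RPKM (SD, n = 2) (log2 fold change 1.00, SE 0.12, adjusted p = 1.63e-06). Of 247 measured genes of the early group, 99 were higher and 1 lower in 3BKO EpiLCs, with a median log2 fold change of 0.89. In the same group 31 were higher and 17 lower at ME48h, with a median of 0.12. Of 196 genes of the mid group, 122 were higher at ME24h, with a median of 1.14, and 68 were higher and 1 lower in EpiLCs. Of 154 genes of the late group, 103 were higher at ME48h, and 23 were higher and 5 lower in EpiLCs, with medians of 1.14 and 0.30. In ESCs 53 genes of the early group, 19 of the mid group and 4 of the late group were higher. Counts are from limma at a log2 fold change of at least 1. The groups rest on these libraries, so their order over the stages follows from their definition.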

Interestingly, while the gene upregulation in 3BKO samples followed distinct patterns, peaking at either the EpiLCs, ME24h or ME48h stages, the difference in the DNAme level of their corresponding regulatory regions showed a unique behaviour, with DNAme deposition at EpiLCs in WT cells (Fig. 5b). This DNMT3B-dependent DNAme is stable over ME differentiation and the delta between WT and 3BKO persists throughout ME with 3BKO DNAme never reaching the WT level. Thus DNMT3B-dependent DNAme primes EpiLCs toward ME.

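Among the late targets, Nnat, Sox1, Olig3, Sox2 and Gli2, all genes of neural development, rose in 3BKO cells after ME induction. Nnat, neuronatin, an imprinted gene of the developing brain (ENSMUSG00000067786, chromosome 2, 157560078 to 157562522 in GRCm38), was at 206 ± 49.7 RPKM (SD, n = 4) in 3BKO and 6.73 ± 0.963 RPKM (SD, n = 2) in WT cells at ME48h (log2 fold change 4.81, SE 0.19, adjusted p = 3.93e-13). It was already higher in EpiLCs (log2 fold change 1.26, adjusted p = 5.69e-05). Olig3 (ENSMUSG00000045591, chromosome 10, 19356533 to 19358604), a factor of dorsal neural progenitors, was at 12.0 ± 0.486 RPKM (SD, n = 4) against 0.407 ± 0.0435 RPKM (SD, n = 2) (log2 fold change 3.78, SE 0.32, adjusted p = 1.71e-08). Sox1 was higher at ME24h, at 10.4 ± 1.70 RPKM (SD, n = 4) against 0.560 ± 0.0374 RPKM (SD, n = 2) (log2 fold change 3.35, adjusted p = 1.29e-10). Gli2 (ENSMUSG00000048402, chromosome 1, 118834132 to 119053619), an effector of hedgehog signalling, was at 13.7 ± 0.964 RPKM (SD, n = 4) against 6.43 ± 0.396 RPKM (SD, n = 2) (log2 fold change 1.03, SE 0.18, adjusted p = 1.97e-04). It was higher in ESCs (log2 fold change 0.50, adjusted p = 0.0435) and at ME24h (log2 fold change 0.50, adjusted p = 0.0439) as well. Sox2 was higher at ME24h (log2 fold change 0.53, adjusted p = 1.55e-04). Among other neuroectoderm genes at ME48h, which are not all targets, Fabp7 of radial glia (log2 fold change 2.75, adjusted p = 7.37e-08) and Irx3 at ME24h (log2 fold change 2.55, adjusted p = 4.55e-09) were higher. Of the 9 neuroectoderm genes among the targets, 7 belong to the late group, 1 to the mid group and 1 to the early group, and Zic5, Hes3, Map2 and Tubb2b are the others. The study chose them on these libraries for a rise in 3BKO cells, so their direction is not independent evidence. Tests are from limma, with 4 3BKO and 2 WT libraries per stage. Sox1 lies on chromosome 8, where genes were higher as a whole in 3BKO cells, by less than its own change.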

Heatmap of the mid and late 3BKO upregulated genes and gene set enrichment analysis of all these groups (Fig. 5c, d) revealed a significant enrichment for genes involved in neuro-ectodermal lineage commitment, including key markers such as *Sox1, Sox2, Nnat, Gli2*, and *Olig3* (Fig. 5c, Supplementary Fig. 9 and Supplementary Data 7).

These results indicate that the loss of DNMT3B-dependent DNAme at the primed pluripotency stage is directly responsible for impairing the differentiation into ME, in favour of the neuro-ectodermal transcriptional program.

### DNMT3B-dependent DNAme of the Sox2 super enhancer in EpiLCs is required for meso-endodermal specification

To identify key TFs involved in the impaired differentiation program of 3BKO cells, we reverse-engineered the DNMT3B-dependent regulatory network of TFs (Fig. 6a). To this end, we leveraged our integrated analysis of the transcriptome, methylome, and histone modifications associated to active or primed regulatory regions together with the known information about TF targets available from TRRUSTv2 and ChEA3^40,41^ databases. The resulting network was composed of 3282 edges and 1358 nodes, with 102 of them being TFs. Network’s node prioritisation by out-degree centrality (i.e. how many genes are regulated by each TF) revealed the presence of *Sox2* as direct target of DNMT3B, among the top 1% central nodes (Fig. 6b). Moreover, local analysis of DNMT3B-direct TF nodes, measuring the enrichment of their target genes among the DEGs in our system, revealed *Sox2* as the top-scoring TF (Fig. 6c).

**Fig. 6:**
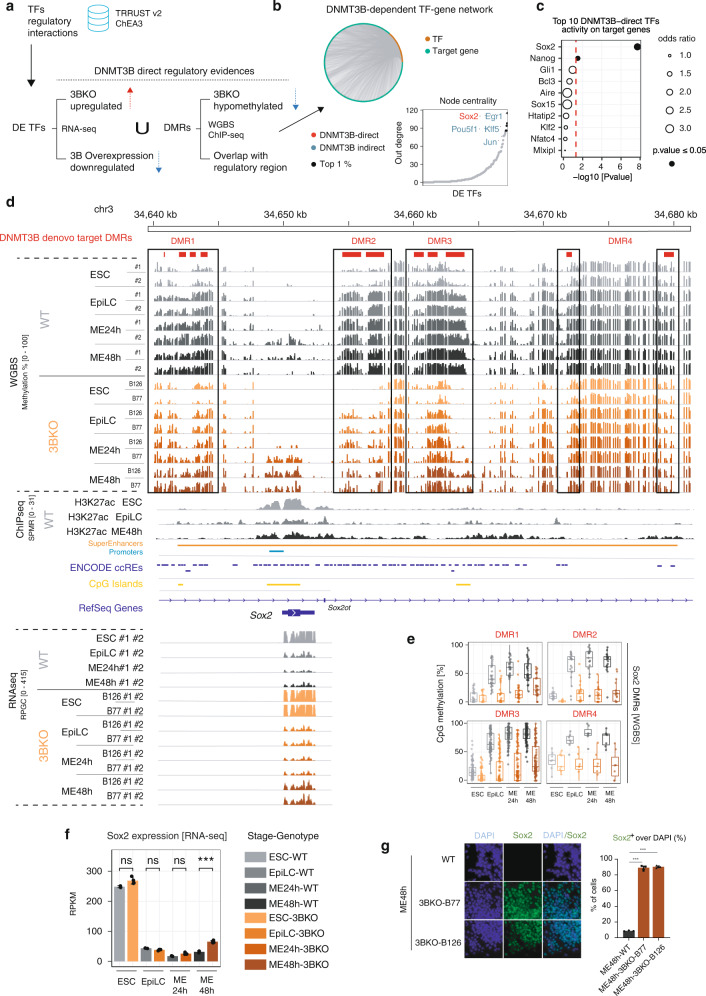
DNMT3B-dependent DNA methylation regulates the super-enhancer of *Sox2* neuro-ectodermal master regulator. **a** Schematic of the workflow for the DNMT3B-dependent regulatory network reconstruction. Starting from the integrated TF-target regulatory interactions retrieved from TRRUSTv2^40^ and ChEA3^41^ databases, the network was filtered for DEGs and the DNMT3B-direct regulatory evidence was used to classify nodes as direct (i.e. upregulation in 3BKO, downregulation in DNMT3B overexpression, association to at least one 3BKO-hypomethylated DMR overlapping a regulatory region) or indirect. **b** (top) Circular layout visualization of the reconstructed DNMT3B-dependent transcriptional regulatory network. Dark orange nodes are TFs, green nodes are target genes. (bottom) Node ranking on the basis of their out-degree centrality (i.e. number of regulated genes). Black dots represent the top 1%. DNMT3B direct TF names are depicted in red, indirect in blue. **c** Plot of TFs activity on target genes, measured as their enrichment among DEGs between 3BKO and WT samples using Fisher’s exact test. The *x*-axis reports the −log10(*P*-value). Dot size represents the odds ratio. Dot colour represents statistical significance above (white)/below (black) 0.05. **d** Genome browser view showing the WGBS, ChIP-seq and RNA-seq signal profiles across differentiation (ESC-EpiLC-ME) for WT and 3BKO cells on a ~40 kb window surrounding *Sox2* gene locus. Four DMRs identified as DNMT3B de novo target DMRs are present in this region, named as DMRs [1–4] (depicted in red and indicated in the rectangles). These DMRs overlap with the *Sox2*-associated super enhancer (identified by H3K27ac ChIP-seq signals and previously annotated in ref. ^42^. Annotations for regulatory regions (promoters/typical and super enhancers, as defined by ChIP-seq data), CpG islands and ENCODE candidate *cis-*regulatory elements (ccREs) for mouse mm10^64^ are also reported. **e** Quantification of CpG DNAme (as %) from WGBS of the four identified DMRs [1–4] in *Sox2* locus, in WT and 3BKO cells (average of *n* = 2 biological replicates for each genotype or clone at each time point). Horizontal line indicates median, box indicates the interquartile range (IQR) and whiskers denote the 1.5 × IQR. **f** *Sox2* gene expression levels from RNA-seq (RPKM) over the differentiation time course, in WT and 3BKO cells (***p < 0.001). Bars represent normalized RPKM values, averaged by replicates/conditions (*n* = 2 biological replicates for each genotype or clone at each time point, shown as dots). Error bars represent standard errors. **g** Representative IF of Sox2 in WT and 3BKOs at ME48h stages. Quantification of Sox2+ cells over DAPI is reported as a barplot on the right (***p < 0.001, ANOVA test). Bars indicate mean ± SEM of *n* = 3 independent experiments for each genotype or clone, shown as dots). Error bars represent standard errors.

For these reasons, we decided to focus our attention on *Sox2* as a putative DNMT3B direct target gene, acting upstream of the regulatory hierarchy driving the observed phenotype. Within the genomic region surrounding *Sox2* annotated as super enhancer^42^, we identified one DMR upstream of *Sox2* (DMR1) and 3 DMRs downstream (DMR2–4) that acquired DNAme at the EpiLC stage and were all hypomethylated in the 3BKO compared to WT (Fig. 6d, e). In parallel, the expression of *Sox2* decreased from ESCs to EpiLCs as expected by exiting the ESC pluripotent stage and significantly increased in the 3BKO samples after 48h from the ME induction both at the RNA (Fig. 6d, f) and at the protein level as shown by IF (Fig. 6g).

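Sox2 RNA was high in ESCs, low in EpiLCs of both genotypes, and higher in 3BKO than in WT cells at ME48h. Sox2 (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461 in GRCm38), whose product sustains pluripotent and neural progenitor cells, has 2057 bases of exon in the annotation. Its RNA was at 248 ± 3.38 RPKM (SD, n = 2) in WT and 268 ± 10.8 RPKM (SD, n = 4) in 3BKO ESCs. It was at 43.5 ± 0.980 RPKM (SD, n = 2) and 38.3 ± 2.01 RPKM (SD, n = 4) in EpiLCs, and at 17.5 ± 1.34 RPKM (SD, n = 2) and 25.6 ± 3.22 RPKM (SD, n = 4) at ME24h. At ME48h it was at 31.4 ± 3.69 RPKM (SD, n = 2) in WT and 65.5 ± 3.81 RPKM (SD, n = 4) in 3BKO cells. This was a log2 fold change of 1.05 (SE 0.09, adjusted p = 2.81e-08). All 4 3BKO libraries lay above both WT libraries at ME48h, and the clone means were 62.5 RPKM in B77 and 68.4 RPKM in B126. In ESCs a log2 fold change of 0.11 (SE 0.09, adjusted p = 0.380) did not pass the test. In EpiLCs it was -0.18 (adjusted p = 0.162). The 3BKO effect on Sox2 differed between ME48h and ESCs by 0.94 on the log2 scale (adjusted p = 2.07e-05 from the interaction term in limma). The estimated reads behind a value were 422 or more per library. In EpiLCs replicate 1 of clone B77, at 35.3 RPKM, lay apart from the other 3BKO libraries (39.1 to 39.5 RPKM).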

We sought to analyse whether the Sox2 super-enhancer function was directly determined by DNMT3B-dependent DNAme in the DMRs identified in this study. To this end, we performed locus specific DNAme assay by Bisulfite Amplicon Sequencing (BSAS) (Supplementary Fig. 10a) on DNMT3B-rescued samples at the EpiLC stage, comparing to WT and empty vector samples as control. As evident from the DNAme profiles and their quantification (Fig. 7a, b), the reintroduction of DNMT3B, but not the empty vector, could restore the DNAme to the original WT level in the DMR 2, 3 and 4. The re-methylation induced a decrease in *Sox2* expression and the increase of the expression of the meso-endoderm markers *T* and *Gata4* (Fig. 7c).

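With 3B, Sox2 RNA was higher in EpiLCs and lower after ME induction than with Empty, while T RNA was higher in EpiLCs and at ME24h. Sox2 was at 93.6 ± 12.8 RPKM (SD, n = 4) with 3B and 65.8 ± 9.35 RPKM (SD, n = 4) with Empty in EpiLCs (log2 fold change 0.51, SE 0.16, adjusted p = 0.0131). It was at 38.4 ± 4.85 RPKM (SD, n = 4) and 70.4 ± 10.2 RPKM (SD, n = 4) at ME24h, and at 75.8 ± 19.8 RPKM (SD, n = 4) and 140.1 ± 28.3 RPKM (SD, n = 4) at ME48h. At ME48h the log2 fold change was -0.78 in clone B77 and -1.01 in clone B126. The 3B effect on Sox2 differed between ME48h and EpiLCs by -1.40 (adjusted p = 5.10e-05 from the interaction term in limma). T, the marker of mesoderm, was at 7.39 ± 2.08 RPKM (SD, n = 4) with 3B and 0.762 ± 0.362 RPKM (SD, n = 4) with Empty in EpiLCs (log2 fold change 2.65, SE 0.50, adjusted p = 1.46e-04). It was at 20.6 ± 7.42 RPKM (SD, n = 4) and 9.58 ± 4.13 RPKM (SD, n = 4) at ME48h, where it did not pass the main test (log2 fold change 1.10, adjusted p = 0.0719) but did with the clone as a block (adjusted p = 0.0160). At ME24h its log2 fold change was 2.87 in clone B77 and 1.30 in clone B126. Gata4, of cardiac mesoderm and endoderm, was at 1.06 ± 0.322 RPKM (SD, n = 4) and 0.681 ± 0.458 RPKM (SD, n = 4) in EpiLCs (adjusted p = 0.378). At ME48h it was at 2.49 ± 1.93 RPKM (SD, n = 4) and 0.906 ± 0.389 RPKM (SD, n = 4), where the means with 3B were 0.825 RPKM in clone B77 and 4.15 RPKM in clone B126 (adjusted p = 0.0952, and adjusted p = 0.00660 with the clone as a block). Naïve pluripotency genes moved with Sox2 after ME induction. Klf5 was at 54.2 ± 11.1 RPKM (SD, n = 4) with Empty and 6.19 ± 2.66 RPKM (SD, n = 4) with 3B at ME48h. Esrrb, which like Sox2 is high in ESCs, was at 82.8 ± 23.8 RPKM (SD, n = 4) and 4.88 ± 1.86 RPKM (SD, n = 4). In 3BKO cells of the comparison with WT, Esrrb was at a mean of 0.048 RPKM at ME48h, in values normalized apart from these. Empty cells therefore did not match those 3BKO cells, and differences at ME48h may hold differences in cell state besides those of DNMT3B. Levels of Gata4 rest on few reads, from an estimated 4 to 114 per library, which limits the precision of its fold changes.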

**Fig. 7:**
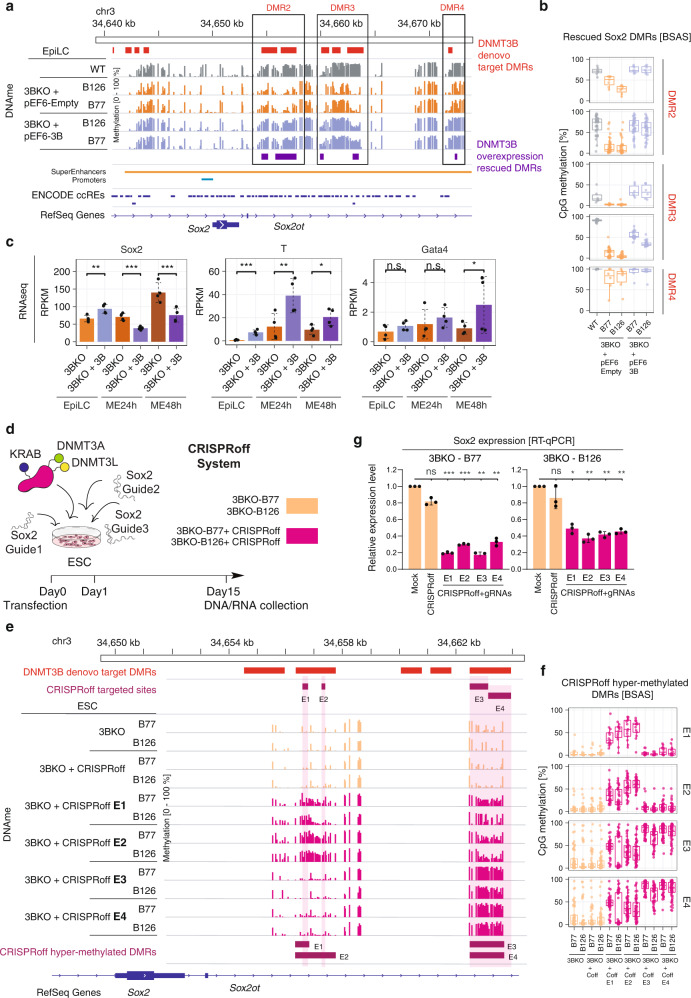
The expression of Sox2 is inhibited by DNAme on *Sox2* super-enhancer. **a** Genome browser view of the BSAS signal profiles after DNMT3B overexpression in 3BKO clones at the EpiLC stage on a ~40 kb window surrounding *Sox2* gene locus. Signal profiles for WT, 3BKO + Empty vector (control) and 3BKO + 3B (Rescued) cells are reported. Three out of four DNMT3B de novo target DMRs (depicted in red), i.e., DMR2,3 and 4, displayed significant rescue of the DNAme levels upon DNMT3B overexpression (depicted in purple). **b**, Boxplots showing quantification of CpG DNAme (as %) from BSAS of the three identified DMRs [2, 3, 4] in *Sox2* locus displaying significant rescue upon DNMT3B overexpression, in 3BKO + Empty vector (control) and 3BKO + 3B cells (Rescued) (*n* = 2 independent clones for each condition). Horizontal line indicates median, box indicates the interquartile range (IQR) and whiskers denote the 1.5 × IQR. **c** Barplots of gene expression leves from RNA-seq of the representative lineage markers *Sox2* (neuro-ectoderm), *T* (mesoderm) and *Gata4* (endoderm) in DNMT3B overexpression and 3BKO control samples across EpiLC-ME differentiation. **d** Schematic of 14-day CRISPRoff protocol indicating the timing and the steps. **e** Genome browser view of the BSAS signal profiles in 3BKO control samples and 3BKO transfected with CRISPRoff and *Sox2* enhancers (E) specific guides on a ~15 kb window surrounding *Sox2* gene locus. An increase in DNAme levels is observed at the targeted sites (E1–E4, depicted in purple). **f** Boxplots showing quantification of CpG DNAme (as %) from BSAS of the CRISPRoff hyper-methylated DMRs in the *Sox2* locus (*n* = 2 independent clones for each condition). Horizontal line indicates median, box indicates the interquartile range (IQR) and whiskers denote the 1.5 × IQR. **g** Bar graphs of normalised *Sox2* expression levels from quantitative RT-qPCR of cells transfected with CRISPRoff and gRNAs targeting the four super enhancer elements (E1–E4). Each dot represents one experimental replicate. (ANOVA test, ***p < 0.001, **p < 0.01, *p < 0.05, ns: not significant).

To verify whether downregulation of *Sox2* was per se sufficient to recapitulate the phenotype in 3BKO cells we performed loss-of-function experiments by silencing Sox2 using two independent shRNAs in both 3BKO EpiLCs clones and induced them to differentiate into ME (Supplementary Fig. 10b). After 48 h, we observed a significant downregulation of *Sox2* expression with both *Sox2*-targeting constructs with respect to the control. Notably, expression profiling of key meso-endoderm markers by RT-qPCR revealed a significant upregulation of both T and Gata4 in Sox2-silenced 3BKO cells (Supplementary Fig. 10b–d).

To further verify whether the DNAme at these specific regions is sufficient to regulate *Sox2* transcription, we employed the CRISPRoff system to methylate the DNA at specific sites of the super-enhancer (E1–E4) in 3BKO cells (Fig. 7d and Supplementary Fig. 10e) and analysed the effect of DNAme on *Sox2* gene expression by RT-qPCR. We used three guides for each region (Fig. 7e) and assessed the DNAme levels by BSAS, using as negative controls 3BKO cells either untransfected or transfected with the CRISPRoff only. We observed an increase of DNAme levels at the targeted sites upon transfection with the specific guides, as evident from the DNAme profiles and their relative quantitation (Fig. 7e, f). *Sox2* expression was consistently downregulated upon the establishment of DNAme at these regions (Fig. 7g).

Altogether, these results demonstrate the key role played by DNMT3B-dependent downmodulation of *Sox2* for the proper establishment of the meso-endodermal transcriptional program.

## Discussion

DNAme in the early stages of mouse embryo development is established by the de novo DNA methyltransferases at the exit from pluripotency during differentiation into somatic lineages.

Here we report that the de novo DNMTs play distinct roles in the regulation of cell differentiation with DNMT3B playing a major role in cell specification to prime epiblast cells towards ME.

Analysis of the EBs model of unbiased differentiation of EBs revealed that *Dnmt3a* knockout cells can differentiate in both ectoderm and ME, while *Dnmt3b* knockout shows a reduced number of ME compared to Ectodermal cells, suggesting a specific impairment of the ME trajectory.

Our results are in line with the early embryonic lethality observed in vivo in *Dnmt3b* knockout embryos by defects in ME-derived tissues, while *Dnmt3a* knockout mice only die after birth^12,13,43,44^. Nevertheless, the stronger phenotype that we observe in vitro could be ascribed to the lack of compensatory mechanisms that do occur in complex organisms in vivo, but might be absent in the in vitro culture.

These data were confirmed by the induction of EpiLCs toward the ME fate, which demonstrated that the lack of DNMT3B in EpiLCs results in the aberrant upregulation of ectodermal genes affecting the differentiation toward the ME lineage.

In agreement with previous data, we observed that the increase of DNAme in EpiLCs is mainly due to DNMT3B upregulation and is more pronounced than in vivo epiblasts^35,37^. During the in vitro differentiation, the majority of DMRs showed a consistent dynamic which is consistent with the in vivo process, despite a small subset of regions that display in vitro-specific hypermethylation (Supplementary Figs. 4 and 6).

Interestingly, the lack of DNMT3B does not prevent the establishment of EpiLCs, rather inhibits their further differentiation into the ME lineage, in agreement with the idea that DNAme, deposited at the epiblast stage, is responsible for cell priming to ensure the correct cell specification at later stages.

The data presented in this work demonstrate that DNMT3B plays a key role in DNAme-dependent priming of EpiLCs toward ME. By WGBS we found that 3BKO cells fail to methylate the DNA at enhancers connected to ectodermal development genes, which are not switched off in the following days resulting in their increased neuro-ectodermal differentiation.

The hypomethylated loci in 3BKO are largely associated with markers of neuro-ectoderm differentiation such as *Sox1, Sox2, Olig3,* and *Tubb3*, in agreement with data obtained from early stages of mouse differentiation^10^. This suggests that, in order to differentiate into meso-endoderm, EpiLCs should repress the chromatin of a number of ectoderm enhancers that at this stage are open and demethylated and should be decommissioned in the cells primed to be able to differentiate into meso-endoderm^42,45^. Thus, DNMT3B-dependent DNAme establishes the meso-endodermal epigenetic landscape by repressing the expression of key TFs that would otherwise induce the default differentiation into neuro-ectoderm.

Our analysis of DNMT3B direct targets focused on *Sox2*, a well-known master regulator that acts antagonistically to T to promote neural differentiation^46^. Accordingly, we found that Sox2 silencing in 3BKO EpiLCs, restores the expression of the meso-endoderm markers during their further differentiation. By analysis of DNAme, we observed that *Sox2* super-enhancer shows a significant reduction of methylation in 3BKO EpiLCs, which results in *Sox2* upregulation. Importantly, *Sox2* expression can be inhibited by rescuing the expression of DNMT3B in 3BKO cells thus confirming that DNMT3B-dependent DNAme is required for meso-endodermal differentiation. Furthermore, by site-specific CRISPR-based DNAme targeting we identified the *Sox2* enhancer elements whose DNA methylation is responsible for its downregulation.

Our data provide functional characterization of the de novo DNMT3B during lineage determination establishing that DNMT3B-dependent methylation is essential to prime EpiLCs for their further differentiation into the ME lineages.

## Methods

### Cell culture

E14 mouse WT and mutant (*Dnmt3a*^−/−^ and *Dnmt3b*^−/−^)^18,29^ ESCs were cultured in high-glucose DMEM (Euroclone_#ECM0728L) supplemented with 18% FBS (Sigma_#ES-009-B), 0.1 mM MEM non-essential amino acids (Invitrogen_#11140050), 1 mM sodium pyruvate (Invitrogen_#11360070), 0.1 mM β-mercaptoethanol (Sigma_#M3148), 1500 U/ml Leukemia Inhibitory Factor (LIF; Millipore_#LIF2010), 25 U/ml penicillin, and 25 μg/ml streptomycin (Invitrogen_#15070063). All cell lines were mycoplasma-negative (Mycoalert, Lonza_#LT07-318).

### Embryoid body formation

To induce formation of EBs, WT and mutant ESCs were gently dissociated using trypsin/EDTA (Invitrogen_#R001100) to form a single-cell suspension. 50 μl of cell suspension containing a total of 100 cells were pipetted into each well of the ultra-low attachment 96-well plates (Corning_#7007). 150 μl of EB formation medium were then added to each well. EB formation medium is composed by Alpha-MEM (LONZA_#BE02-002F) medium supplemented with 10% KOSR (GIBCO_#10828-028), 5% FBS (Sigma_#ES-009-B), 1% MEM non-essential amino acids (Invitrogen_#11140050), 1 mM sodium pyruvate (Invitrogen_#11360070), 1% glutamine (Invitrogen_#A2916801), 0.1 mM β-mercaptoethanol (Sigma_#M3148), 25 U/ml penicillin and 25 μg/ml streptomycin (Invitrogen_#15070063). Medium was changed every 3 days until the end of the differentiation. Many EBs from different wells were pooled and collected for single cell sequencing and immunostaining at differentiation time points.

### Histology and immunostaining on sections

Embryoid bodies at day 9 were collected and embedded in OCT compound (Bio-Optica). Frozen tissue blocks were sectioned (10 μm) with a CM3050S Leica cryostat (Leica Mycrosystems) and kept at −80 °C. For immunostaining, slides were thawed and fixed in 4% paraformaldehyde (PFA, Sigma-Aldrich) for 10 min at room temperature (RT). Samples were washed three times in PBS for 5 min and incubated in Gelatin Blocking (GB) solution (2% fish gelatin (Sigma Aldrich), 5% foetal bovin serum (Thermo Fisher), 1% BSA (Sigma Aldrich), 0.3% Triton X-100 (Sigma Aldrich) in PBS) for 1 h at RT. Sections were again washed three times with PBS. The following primary antibodies were resuspended in GB solution and incubated overnight at 4 °C: anti-Sox2 (clone 245610) (Mouse IgG2a, 1:200, BD Biosciences_#560291); anti-Brachyury (Goat IgG, 1:200, Biotechne_#AF2085); anti-TUJ1 (Rabbit IgG, 1:500, BioLegend_#MRB_435P). After 15 min of PBS washes, samples were incubated with secondary antibodies 1 h at RT. Alexa Fluor-568- or 488- conjugated secondary antibodies (Life Technologies) were used at 1:1000 dilution. 6-diamidine-20-phenylindole dihydrochloride (DAPI) (Thermo-Fisher, diluted 1 μg/mL) was used for nuclear staining and incubated in the dark for 5 min at RT. Slides were mounted with ProLong Glass Antifade Mountant (Invitrogen).

### EpiLCs induction from ESCs

EpiLCs induction was modified from^47^. Briefly, ES cells were gently dissociated using trypsin/EDTA, and a single-cell suspension was plated onto Geltrex (GIBCO_#A1413202)-coated plates at a density of 5000 cells/cm^2^ in ESC growth medium. One day after plating, EpiLC induction started by adding the N2B27 medium supplemented with 20 ng/ml ActivinA (GIBCO_#PHC9564) and 12 ng/ml bFGF (GIBCO_#PHG0026). The cells were splitted 1:3 in small clumps using 1 mg/ml Collagenase IV (GIBCO_#17104019). Medium was changed daily. EpiLCs were collected for DNA, RNA and protein analyses after 14 days of induction.

N2B27 medium is composed by 50% advanced DMEM/F12 (GIBCO_#12634028) and 50% Neurobasal medium (GIBCO_#21103049), supplemented with 0.5% N2 Supplement (GIBCO_#17502048), 1% B27 Supplement (GIBCO_#17504044), 0.033% BSA solution (SIGMA_#A9647), 50 µM β-mercaptoethanol (Sigma_#M3148), 2 mM Glutamax (GIBCO_#35050038), 25 U/ml penicillin and 25 μg/ml streptomycin (Invitrogen_#15070063).

### EpiLCs differentiation towards meso-endoderm lineage

Meso-endoderm directed lineage specific differentiation was carried out as previously described^34^. Briefly, EpiLCs were plated as small clumps onto Geltrex-coated plates in EpiLCs medium for 24 h. The day after, medium was replaced with N2B27 medium consisted of 50% advanced DMEM/F12 (GIBCO_#12634028) and 50% Neurobasal medium (GIBCO_#21103049), supplemented with 0.5% N2 Supplement (GIBCO_#17502048), 1% B27 supplement minus Vitamin A (GIBCO_#12587010) and 3 μM iGSK3β (SIGMA_#CHIR99021). Cells were fed daily until the end of differentiation. Cells were collected for DNA, RNA and protein analyses at 24 and 48 h of the differentiation.

### Rescue of the meso-endoderm phenotype in *Dnmt3b* mutant cells

*Dnmt3b* full-length construct was obtained by PCR and tagged N-terminally with Avitag. The expression construct was cloned into pEF6/V5-His vector (Invitrogen_#K961020). *Dnmt3b*^−/−^ stem cells were transfected with a plasmid expressing *Dnmt3b* using Lipofectamine 2000 Transfection Reagent (Invitrogen_#11668500) and cultured for 10 days in presence of blasticidin. Resistant cells were expanded for EpiLC induction and meso-endoderm differentiation. Dnmt3b expression was confirmed by western blotting with anti-Dnmt3b of the total lysates. Cells were collected for DNA and RNA analyses at EpiLC state, 24 and 48 h of the meso-endoderm differentiation.

### *Sox2* silencing in *Dnmt3b* mutant cells

Custom shRNAs against *Sox2* were constructed using the TRC hairpin design tool (http://www.broadinstitute.org/rnai/public/seq/search), and designed to target the following sequences:

5′-ACCAATCCCATCCAAATTAAC-3′ (shRNA1)

5′-GCACAGTTTGAGATAAATAAA-3′ (shRNA2)

Hairpins were cloned into pLKO.1 vector (Addgene plasmid_#10878) and each construct was verified by sequencing. Oligonucleotide sequences for shRNA cloning are reported in Supplementary Data 8. For *Sox2* silencing, EpiLCs were plated in 6-well plates and the day after they were transfected with 5 μg of the specific shRNA construct using Lipofectamine 2000 Transfection Reagent (Invitrogen_#11668500) in accordance with the manufacturer’s protocol, and maintained in meso-endoderm differentiation medium for 48 h. Cells were collected for RNA and protein analyses at 48 h of the meso-endoderm differentiation.

### CRISPRoff targeting on *Sox2* super enhancer

Transient transfection experiments in ES cells were performed in six-well plates using Lipofectamine 2000 Transfection Reagent (Invitrogen_#11668500). Cells at 70–80% confluency were transfected with 2.5 μg of plasmid encoding CRISPRoff^48^ (Addgene plasmid_#167981) and 800 ng of plasmid encoding each sgRNA. Cells were monitored for BFP (CRISPRoff) expression 24 h after transfection. Cells were passed every 3 days following daily medium changes. The cells were collected for DNA and RNA analyses after 14 days. The sgRNAs targeting *Sox2* enhancers (E1, E2, E3, E4) were listed on Supplementary Data 8.

### Protein extraction and Western blotting

For total cell extracts, cells were resuspended in F-buffer (10 mM TRIS-HCl pH 7.0, 50 mM NaCl, 30 mM Na-pyrophosphate, 50 mM NaF, 1% Triton X-100, anti-proteases) and sonicated for 3 pulses. Extracts were quantified using bicinchoninic acid assay (Pierce™ BCA Protein Assay Kit; Thermo Scientific_#23227) and were run on SDS-polyacrylamide gels at different percentages, transferred to nitrocellulose membranes and incubated with specific primary antibodies overnight. Western blotting was acquired with Bio-Rad ChemiDoc imaging system. The primary antibodies used for western blot were listed in Supplementary Data 8. Uncropped western blot gels are provided in Supplementary Fig. 11.

### Immunofluorescence

Immunofluorescence analysis was performed on Geltrex-coated eight-well chambered glass coverslip. Cells were fixed with 4% paraformaldehyde for 15 min at room temperature. Permeabilization was performed in 0.3% Triton X-100 in PBS for 5 min at room temperature, and then the cells were blocked in 1% BSA in PBS at room temperature for 1 h. Cells were stained with primary antibodies for 1 h at room temperature. The primary antibodies used for immunofluorescence were listed in Supplementary Data 8. Secondary antibodies (Alexa, Invitrogen) were applied for 1 hat room temperature. Nuclei were stained with DAPI (Invitrogen_#D21490). Images were acquired using a Leica TCS SP5 Confocal microscope and LAS AF Lite software.

### Single cell RNA-seq library preparation

For single cell library prep, 50 EBs for each clone of each genotype at each time point were collected and dissociated using trypsin/EDTA for 5 min at room temperature. Cells were then washed with PBS, and the resulting cell suspension was used to sort individual live cell in 96 well plate. Full length single cell RNA-seq was performed using a modified version of the Smart-seq2 protocol^49^ as in ref. ^31^. Briefly, individual cells were sorted into 96 well plates containing lysis buffer in presence of RNase inhibitor, dNTPs and oligodT. Reverse transcription of the polyadenylated RNA was performed with SuperScriptII and Template Switching Oligos. The resulting cDNA was amplified with 25 cycles of PCR and libraries were prepared for sequencing with miniaturized NexteraXT Illumina protocol. Libraries were sequenced on Illumina NextSeq 500 System (single-end 75 bp reads), reaching a median of ~ 578,000 generated reads per cell.

### RNA extraction for RNA-seq library preparation and RT-qPCR analysis

Total RNA was extracted by using QIAzol Lysis Reagent (Qiagen_#79306), according to the manufacturer’s protocol. For library preparation, the quantity and quality of the starting RNA were checked by Qubit and Bioanalyzer (Agilent). 1 μg of total RNA was subjected to poly(A) selection, and libraries were prepared using the TruSeq RNA Sample Prep Kit (Illumina) following the manufacturer’s instructions. Libraries were sequenced on Illumina NextSeq 500 System (single-end 75 bp reads).

Real-time PCR was performed using the SuperScript III Platinum One-Step RT-qPCR Kit (Invitrogen_#11732088) following the manufacturer’s instructions. Three technical replicates were carried out for all RT-qPCR analysis. The gene expression levels were normalised to β-actin gene. Oligonucleotide sequences are reported in Supplementary Data 8. RT-qPCR data were acquired with Rotor-Gene Q series software.

### Chromatin Immunoprecipitation (ChIP) sequencing

ChIP experiments were performed as previously described^50^. Approximately 2 × 10^7^ cells were cross-linked by 1% formaldehyde for 10 min at RT, quenched with 0.125 M glycine for 5 min and then washed twice in cold PBS. The cells were resuspended in Lysis Buffer (50 mM Hepes-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% Glycerol, 0.5% NP-40, 0.25% Triton X-100 and protease inhibitor) to disrupt the cell membrane and in Nuclei Lysis Buffer (10 mM Tris-HCl pH8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA and protease inhibitor) to isolate nuclei. Nuclei were then resuspended in SDS ChIP Buffer (20 mM Tris-HCl pH 8.0, 10 mM EDTA, 1% SDS and protease inhibitors). Extracts were sonicated using the BioruptorH Twin (Diagenode) for two runs of 10 cycles [30 s “ON”, 30 s “OFF”] at high power setting. Cell lysate was centrifuged at 12,000 × *g* for 10 min at 4 °C. The supernatant was diluted with ChIP Dilution Buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton) before immunoprecipitation step. The beads (Dynabeads™ Protein G; Invitrogen_#10003D) were saturated with 1% BSA/PBS and the samples were incubated with 2 μg of antibody (See Supplementary Data 8) overnight at 4 °C on a rotator. Next day samples were incubated with saturated beads for two h at 4 °C on a rotator. Successively, immunoprecipitated complexes were washed five times with RIPA buffer (50 mM Hepes-KOH pH7.6, 500 mM LiCl, 1 mM EDTA, 1% NP-40, 0,7% Na-Deoxycholate) at 4 °C for 5 min each on a rotator. Elution Buffer was added and incubated at 65 °C for 15 min. The decrosslinking was performed at 65 °C overnight. De-crosslinked DNA was purified using QIAQuick PCR Purification Kit (Qiagen_#28106) according to the manufacturer’s instructions.

10 ng of ChIP eluted sample were used to prepare the library following the manufacturer’s instructions of NEBNext® ChIP-Seq Library Prep Reagent Set for Illumina® (NEB_#E6240L). Libraries were sequenced on Illumina NextSeq 500 System (single-end 75 bp reads).

### Bisulfite amplicon sequencing (BSAS)

Genomic DNA was extracted from cells using the DNeasy Blood and Tissue kit (Qiagen_#69506) following the manufacturer’s instructions. For each condition, 1 μg genomic DNA was subjected to bisulfite conversion and cleanup according to the manufacturer’s instructions using the EpiTect Bisulfite kit (Qiagen_#59104), eluting to 40 μl. 3 μl eluate was used for individual amplicons PCR amplification using AccuPrime™ Taq DNA Polymerase System (Invitrogen_#12346086). Amplicons were then purified using a MinElute PCR Purification Kit (Qiagen_#28006) and eluted to 15 μl. The *Sox2* super enhancer amplicons were amplified using the primer pairs listed in Supplementary Data 8. Amplicons were sequenced on the Illumina NextSeq 500 Platform.

### Whole genome bisulfite-seq (WGBS) library preparation and sequencing

For WGBS library preparation, 5 μg of genomic DNA were sheared using a Bioruptor Pico sonicator (Diagenode) for two runs of twenty cycles [30 s ‘’ON”, 30 s ‘’OFF”] at high power setting to obtain ~200 bp fragments. Sonicated DNA was then end-repaired, dA-tailed, and ligated to methylated adapters, using the Illumina TruSeq DNA Sample Prep Kit, following the manufacturer’s instructions. Adapter-ligated DNA was loaded on an E-Gel Size select 2% agarose pre-cast gel (Invitrogen_#G661012), and a fraction corresponding to fragments ranging from 250 bp to 350 bp was recovered. Purified DNA was then subjected to bisulfite conversion using the EpiTect Bisulfite Kit (Qiagen_#59104) following the manufacturer’s instructions. Bisulfite-converted DNA was finally enriched by 15 cycles of PCR using PfuTurbo Cx HotStart DNA Polymerase (Agilent_#600410). Libraries were sequenced on Illumina Novaseq 6000 System, generating ~500  × 10^6^ 100 bp paired-end reads and an average coverage depth of 30X per base in each sample.

### Data analysis

#### Single cell RNA-seq data analysis

Following quality controls (performed with FastQC v0.11.2 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc), sequencing reads were processed with Trim Galore! v0.5.0 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore) to perform quality and adapter trimming (parameters:*–stringency 3 –q 20*). Trimmed reads were next aligned to the mouse reference genome (mm10/GRCm38 Ensembl release 84) using STAR v2.7.1a^51^ with options:*–outFilterMultimapNmax 10–outFilterMultimapScoreRange 1 –outFilterMismatchNmax 999 –outFilterMismatchNoverLmax 0.04*. Gene expression levels were quantified with featureCounts v1.6.1 (https://subread.sourceforge.net/, options: *-t exon -g gene_name*) using the GENCODE Release M23 annotation. Multi-mapped reads were excluded from quantification.

The following criteria were applied to exclude low-quality cells from subsequent analyses: <50,000 assigned reads; <2000 detected genes; more than 50% of reads assigned to mitochondrial genes, resulting in 1451 high quality cells, with a median of >250,000 reads per cell assigned to annotated transcripts. Gene expression counts were next analyzed using the Seurat v4.0.1 package^32^. Read counts were first coverage-normalized and log-transformed (*NormalizeData* function with default parameters); next, variance modelling for feature selection was carried out using the *FindVariableFeatures* function (parameters: *selection.method* = *”vst”, nfeatures* = *2000*), selecting the top 2000 variable genes for the subsequent analyses. The selected features were scaled and centred using the *ScaleData* function, which also allowed to regress-out unwanted sources of variability (i.e. library preparation batch, percentage of mitochondrial reads, by setting the parameter *vars.to.regress*). For the second experiment (Supplementary Fig. 1), batch effects were removed following the Seurat integration workflow (implemented via the *SelectIntegrationFeatures*, *FindIntegrationAnchors* and *IntegrateData* functions, with parameters: *k.score* = *40, k.weight* = *20*). Principal component analysis (PCA) was then performed using the *runPCA* function (default parameters), retaining 8 meaningful components—as determined by inspection of the elbow point in the standard deviation graph (*ElbowPlot* function)—for cell clustering, which was next performed with the Louvain method implemented in the *FindNeighbors* and *FindClusters* functions (parameters: *resolution* = *0.8*). UMAP embedding was performed using the *runUMAP* function (parameters: *reduction* = *“pca”*). Cluster marker genes were then identified using the logistic regression approach implemented in the *FindAllMarkers* function (parameters: *test.use* = *“LR”, only.pos* = *TRUE, min.pct* = *0.05, logfc.threshold* = *0.1*). Gene set over-representation analysis was performed for the top markers list of each cluster with the gProfileR package (*gprofiler* function, parameters: *max_set_size* = *750*). Single cell trajectory analysis was performed on top of the Seurat pipeline using Monocle3^33^. To this end, the Seurat-processed object was converted to a Monocle3 object using the *as.cell_data_set* function (implemented in the SeuratWrappers package). Partitions were calculated using the *cluster_cells* function (parameter *reduction_method* = *“UMAP”*), while clusters were retained from the Seurat analysis. Pseudotime analysis was then carried out by reverse graph embedding using the *learn_graph* and *order_cells* functions, setting as the starting point of the trajectory the earliest principal point of the epiblast-like cells cluster. Two differentiation paths (i.e. Epi-to-Ect, Epi-to-ME) were then retrieved by grouping the relevant cell clusters along the principal graph. DEGs along the two branches were identified using the graph-autocorrelation analysis implemented in the *graph_test* function (parameters: *neighbor_graph* = *“principal_graph”*). The smoothed relative expression in each branch for the significantly pseudotime-dependent genes (FDR < 0.01) was hierarchically clustered and visualised as heatmap using ComplexHeatmap^52^. Gene set over-representation analysis was performed with the clusterProfiler package.

### RNA-seq data analysis

Following quality controls (performed with FastQC v0.11.2), sequencing reads were aligned to the mouse reference genome (mm10/GRCm38 Ensembl release 84) using HiSat2 v2.2.1^53^. Pre-built indexes based on the Ensembl transcript annotation (release 84) for guided alignment to transcriptome were retrieved from the HiSat2 web site (https://cloud.biohpc.swmed.edu/index.php/s/grcm38_tran/download). Gene expression levels were quantified with featureCounts v1.6.1 using the Ensembl release 84 transcript annotation (ftp://ftp.ensembl.org/pub/release-84/gtf/mus_musculus/Mus_musculus.GRCm38.84.gtf.gz). Multi-mapped reads were excluded from quantification.

Gene expression counts were next analysed using edgeR v3.32.1^54^. For the WT/3BKO RNA-seq experiment (i.e. Fig. 2), lowly expressed/not detected genes (i.e. 1 RPKM in <2 samples) were filtered out, obtaining a total of 16,755 expressed genes for downstream analysis. Normalization factors were calculated using the trimmed mean of M-values (TMM) method (*calcNormFactors* function) and RPKM were computed using normalized library sizes and gene lengths from the Ensembl release 84 annotation (*rpkm* function). Principal Component Analysis (PCA) was performed using the *prcomp* R function (parameters: *scale* = *TRUE, center* = *TRUE*), using the top 2500 variable genes. Following dispersion estimation (*estimateDisp* function, *robust* = *TRUE*), an ANOVA-like test was implemented by fitting a Generalized Linear Model (GLM) to all sample groups (*glmFit* function) and performing Quasi-Likelihood *F*-test (*glmQLFTest* function) in order to identify the genes that were significantly varying during the differentiation time course (i.e. DEGs in any of the sample groups during the time course, using the ESC-WT condition as baseline in the design matrix formula). The resulting 4624 genes (|logFC| >=  1.5 and FDR < = 0.001) were used for clustering of gene expression profiles with K-means (*kmeans* R function, parameters: *centers* = *4, iter.max* = *25, nstart* = *100*) followed by hierarchical clustering (parameters: *method* = *”single”, distance* = *“euclidean”*). RPKM values were scaled as Z-scores across samples before computing distances. The optimal number of K-means clusters (*n* = 4) was estimated using the within-cluster sum of squares methodology. Gene expression heatmaps were generated using the ComplexHeatmap R package^52^. Gene set over-representation analysis was performed for each cluster with the gProfileR (https://cran.r-project.org/web/packages/gProfileR/index.html) and ClusterProfiler (https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html) packages, using all the expressed genes as background. DEGs between WT and 3BKO cells at each time point were obtained from the same GLM, comparing each contrast with the Quasi-Likelihood *F*-test (|logFC| >= 1 and FDR < = 0.05). For the DNMT3B ectopic expression experiment (i.e. Fig. 3), the same processing pipeline was applied, and DEGs were identified by comparing 3BKO + pEF6-3B and 3BKO + pEF6-Empty samples at each time point (|logFC |>= 0.5 and FDR < = 0.05). For the in vitro/in vivo comparisons, dataset integration was performed using ComBat^55^.

### ChIP-seq data analysis

Publicly available (ENCODE) and newly generated ChIP-seq data for the histone marks H3K4me3, H3K4me1, and H3K27ac were used to annotate the set of putative regulatory elements arising during differentiation. Following quality controls (performed with FastQC v0.11.2), sequencing reads were aligned to the mouse reference genome (mm10/GRCm38) using Bowtie v2.3.4.1^56^ (options: -q –local). Duplicated alignments (identified by Picard MarkDuplicates, https://broadinstitute.github.io/picard) and low-quality alignments/multi-mapping reads were excluded using SAMtools^57^. Coverage tracks were generated from filtered alignments using the deepTools suite^58^. Immunoprecipitation and corresponding control (Input DNA) datasets were treated identically. Peak calling was performed using MACS v2.1.1^59^. The read extension size (ES) was estimated by cross-correlation using the *phantompeakqualtools* package. Input-normalized ChIP-seq signals were obtained using the deepTools^58^. These processing steps were applied to all sample groups. Identification of typical and super enhancer regions was performed with ROSE^60^. Common and time-point specific differentiation enhancers were obtained using the *mergePeaks* utility from the HOMER suite (http://homer.ucsd.edu/homer). Signal profiles over peaks/genomic regions were obtained using the deepTools suite^58^.

### WGBS and BSAS data analysis

Following quality controls, sequencing reads were processed with Trim Galore! v0.5.0 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore) to perform quality and adapter trimming (parameters:*–stringency 3 –q 20–paired*). Trimmed reads were next aligned to the mouse reference genome (UCSC mm10/GRCm38) using Bismark v0.22.3^61^. The bisulfite-converted genome was created using the *bismark_genome_preparation* utility (parameters:*–genomic_composition–bowtie2*). Read mapping was performed with the *bismark* command (parameters:*–nucleotide_coverage*). Duplicated alignments were removed with the *deduplicate_bismark* utility and methylation calling was carried out using the *bismark_methylation_extractor* utility (parameters:*–ignore 1–bedGraph–counts–gzip*). Genome-wide cytosine methylation reports with the top and bottom strand methylation evidence pooled into a single CpG dinucleotide entity were obtained using the *coverage2cytosine*utility (parameters:–zero_based–gzip–merge_CpG).

DMRs were identified using the DSS R package^62^, performing all pairwise comparisons between differentiation time points of WT samples, and between WT and 3BKO at matching time points. For each comparison, the *DMLtest* function was first run (parameters: *equal.disp* = *FALSE, smoothing* = *TRUE, smoothing.span* = *500*); next, differentially methylated loci were identified with the *callDML* function (parameters: *delta* = *0.1, p.threshold* = *0.001*); finally, DMRs were called using the *callDMR* function (parameters: *delta* = *0.2, p.threshold* = *0.05, minCG* = *5, dis.merge* = *100*). The resulting list of DMRs for each relevant set of comparisons (i.e. WT time course and 3BKO versus WT) was combined into one DMRs set, collapsing overlapping regions into a single DMR. For further analysis, only CpG sites with coverage > = 5x and DMRs with *coverage* > *=10*x in all samples were retained, and average DNAme levels for each DMR was calculated using the methylKit package (*regionCounts* and *percMethylation* functions). PCA was performed using the *PCASamples* function of methylKit (parameters: *filterByQuantile* = *T, sd.threshold* = *0.5, sd.filter* = *T*). Samples hierarchical clustering and correlation analysis was performed in 400 bp tiles using the *cor*, *dist* and *hclust* functions in R (parameters: *method* = *“ward.D”*). DMRs clustering was performed using K-means, scaling the DNAme scores before computing distances (*scale* and *kmeans* R functions). DMRs heatmaps were generated using ComplexHeatmap^52^. DMRs annotation to genomic features and genes was performed using BEDtools, GAT^39^ (number of samplings = 1000) and rGREAT^63^ (parameters: *rule* = *“basalPlusExt”, adv_span* = *100*). Gene set over-representation analysis was performed using rGREAT and clusterProfiler packages. For BSAS, the same data processing pipeline was applied, but duplicated reads were not removed, and CpG sites with coverage > *= 10*x were retained in downstream analyses.

### Comparative methylomic analysis

For comparative analysis with the in vivo E6.5 epiblast^37^, PCA and hierarchical clustering was performed using DNAme scores measured in 400 bp tiles. The average DNAme levels on the in vitro DMRs identified between 3BKO and WT EpiLCs was then computed for all samples to determine the set of in vitro DMRs that were consistently hypomethylated in vivo. For comparative analysis with human HUES64, the same procedure for the identification and annotation of DMRs (described above) was applied to human data. The mouse/human gene orthologs map was retrieved from Ensembl BioMart (https://www.ensembl.org/), and the conserved genes were defined as having at least one associated hypomethylated DMR between 3BKO and WT in both species. Annotations of cCREs for mouse (mm10) and human (hg38) were retrieved from ENCODE SCREEN database^64^. Enrichment analysis was performed using clusterProfiler.

### Integrated analysis

Multiple Factor Analysis (MFA) of the RNA-seq and WGBS profiles across differentiation was performed using the FactoMineR package. The DNMT3B-target genes were defined by associating the DNMT3B-DMRs (within 100 kb from the TSS and overlapping a putative regulatory region) to upregulated genes in 3BKO versus WT cells across differentiation. Grouping of early/mid/late genes was performed based on the time point in which the biggest difference in expression occurs between 3BKO and WT cells. Enrichment analysis was performed with clusterProfiler.

### DNMT3B-dependent regulatory network reconstruction

To build the DNMT3B-dependent gene regulatory network, the TF-target regulatory evidence from TRRUSTv2^40^ and ChEA3^41^ databases were integrated. For ChEA3, the intersection between the co-expression-based (ARCHS4_Coexpression.gmt and GTEx_Coexpression.gmt) and ChIP-seq-based (ENCODE_ChIP-seq.gmt, Literature_ChIP-seq.gmt and ReMap_ChIP-seq.gmt) TF-target connections was retained. The resulting network ‘backbone’ was filtered for DEGs across differentiation, and the DNMT3B-direct regulatory evidence was used to classify nodes as direct (i.e. upregulation in 3BKO, downregulation in DNMT3B overexpression, association to at least one 3BKO-hypomethylated DMR overlapping a regulatory region) or indirect. Network metrics calculation and visualisation was performed with the igraph (https://igraph.org/) package (*degree* and *plot.igraph* functions). TF target enrichment among DEGs was performed using the fisher.test R function (parameters: *alternative* = *“g”*).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Dataset 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

Source_Data

## Data Availability

ChIP-seq and DNase-seq data for ESCs were obtained from ENCODE (https://www.encodeproject.org/). The datasets for comparative analyses were retrieved from the Gene Expression Omnibus (GEO) database, with accession codes: GSE63281, GSE76505, GSE137337. The datasets generated in this study are available as raw data in the GEO database with accession code GSE168415. Additional data are provided as Supplementary Tables and Source Data files.

## Code availability

The code used for generating the results is available at https://github.com/andrealauria104/Lauria_et_al_NatComm2022.

How the deposited data were processed for this re-analysis (not part of the article)

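RNA of mouse E14 ESCs, WT or 3BKO (clones B77 and B126), and of the cells derived from them was measured by sequencing of polyadenylated RNA in 2 experiments. Experiment 1 compares WT with 3BKO cells at the stages ESC, EpiLC, ME24h and ME48h, with 2 WT libraries and 4 3BKO libraries (2 per clone) per stage. Experiment 2 compares 3BKO cells with the vector expressing Avitag-Dnmt3b (3B) and with the empty vector (Empty) at EpiLC, ME24h and ME48h, with 4 libraries (2 per clone) per group. The methylation, chromatin and in vivo data of the study were not analysed here.

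According to the paper, the authors checked the single reads of 75 bp with FastQC 0.11.2, aligned them to GRCm38 with HISAT2 2.2.1 and counted them per gene with featureCounts 1.6.1, leaving out reads that map to several places. The values used here are RPKM, which the authors computed from these counts after TMM normalization in edgeR and a filter on low genes, and deposited as 1 table per experiment. Values of experiment 1 cover 16755 genes and values of experiment 2 cover 14344 genes. Each table was normalized on its own, so tests were made within a table, and a level set beside a level of the other table is a description. In experiment 1, 12 columns of 3BKO libraries were given to their group by the stage and genotype in the column name, and clone and replicate were read from the same name. Coordinates are those of GRCm38, and 96.6% and 96.9% of the gene names of the 2 tables were found in the annotation used here.

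The effective size of each library was estimated from the step that 1 read makes in low RPKM values, given the exonic length of the gene. It ranged from 12.42 to 16.89 in units of 1e6 reads in experiment 1 (median 14.36) and from 5.95 to 7.62 in experiment 2 (median 6.85). Of the values of up to 10 reads, 92.5% to 94.8% per library in experiment 1 and 88.8% to 93.0% in experiment 2 lay within 2% of a whole number of reads. With these sizes, Sox2 had an estimated 422 reads or more per library in experiment 1, while Gata4 had from 4 to 114 reads in experiment 2, so folds of genes with few reads are imprecise.

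Genes with at least 1 RPKM in at least 2 libraries were kept (16709 and 14293). After adding 0.5 to the RPKM, log2 values were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), with 1 group per stage and genotype or vector and both clones in a group. All groups of an experiment share an estimate of the spread, which groups of 2 WT libraries need. Libraries of the same line were taken as replicates, with WT as 1 line and 3BKO as 2 clones. The adjusted p values therefore do not fully measure the spread between lines of a genotype. P values were adjusted by the method of Benjamini and Hochberg over the kept genes. The thresholds are those of the paper, which are an adjusted p of 0.05 with a log2 fold change of 1 for 3BKO against WT and of 0.5 for 3B against Empty. Genes that vary over the time course were called at an adjusted p of 0.001 from the F test and a log2 fold change of 1.5 in a coefficient, and grouped by k-means (4 centers, 25 iterations, 100 starts) on z-scores of RPKM. Differences of an effect between stages or between clones were tested as interaction terms. Genes rescued by 3B were counted with a one-sided Fisher's exact test over the genes kept in both tables. For this overlap, genes of both experiments were called at an adjusted p of 0.05 and a log2 fold change of 0.5. Library distances rest on the 2500 most variable genes. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

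The 36 gene lists were written before the data were examined, as were the designs and all alternatives except 5 that are marked as later in the text. Lists were tested with camera of limma, with a preset correlation of 0.01 and, as an alternative, with an estimated correlation. Members were counted at an adjusted p of 0.05 in each direction with no minimum fold, adjusted over all genes and over the list alone. Some members are named by the study on these libraries, which are Zfp42, Esrrb, Nanog, Klf5 and Dppa5a (naïve pluripotency), Fgf5, Lefty1, Fgf15, Dab2, Fut4 and Otx2 (primed pluripotency), T, Msgn1, Snai1, Tbx6, Hand1, Wnt3a and Mixl1 (mesoderm), Sox17, Krt19, Foxa1, Foxa2, Gata4 and Hnf1b (endoderm), and Sox1, Sox2, Pax6, Tubb3, Pou3f2, Olig3, Nnat, Gli2, Hes3, Tubb2b and Tuba1a (neuroectoderm). Of the germline list, Ddx4, Mael and Dmc1, and of the motile cilium list, Foxj1, Drc1 and Zmynd10, had been seen in Supplementary Data 7. The ribosome biogenesis list was chosen after Nop2 and Nifk, which it leaves out, had been seen at the top of Supplementary Data 5.

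The genes named in the text follow a rule. They are every gene the paper names for the bulk RNA sequencing in its text and in Figs. 2d, 3e, 5c, 6f and 7c. For each contrast at EpiLC, ME24h and ME48h they are the 10 highest and the 10 lowest log2 fold changes past the threshold with a mean of at least 1 RPKM in the higher group and no overlap between the libraries of the groups. For each list described, they are up to 4 members with the largest absolute log2 fold change among those past an adjusted p of 0.05. Values in the tables of the paper count as seen. Genes named outside the rule are marked as such.

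The alternatives were a pseudocount of 0.1 or 1, no filter, at least 5 RPKM in 2 libraries, scaling by the median, no mean-variance trend, the replicate number as a block, each clone on its own, the clone as a block in experiment 2, the libraries of a stage alone, other thresholds, 3 or 5 centers and z-scores of log2 values for k-means, and leaving out each library in turn. Replicate numbers of different groups are not stated in the paper or the labels to mark a shared batch, while libraries of the same clone share a cell line. The code was tested on simulated data drawn from the mean and residual spread of each gene with normal noise, which is also the model of the test, with 200 genes changed by a known fold. Of genes changed by a log2 fold of 1, the test at an adjusted p of 0.05 found 88.5% in ESCs and 88% at ME48h in experiment 1 and 92% in experiment 2, with 5 to 12 unchanged genes called. Simulated k-means patterns, camera lists, chromosome shifts and overlaps were recovered as well.

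No set test was run on Supplementary Data 7, which in the form used here holds fewer names than the paper states, and overlaps with Supplementary Data 3 and 5, which are incomplete in the form used here, were not computed. The GO gene sets of the paper were not used here. Other splits of the libraries were counted for 3B against Empty, since WT groups of 2 libraries are too small for it.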

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

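In this part, the tests of read number and of loss of the Y chromosome, all 3 tests on chromosomes 8 and 14, the tests of left-over ESCs and of missing DNMT3B for the naïve genes, and the splits of whole lines were chosen after the result was seen, and the tests of a second X chromosome, of progress along the course and of other splits of the libraries were not.

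In experiment 1, libraries of both 3BKO clones held little RNA of Y-linked genes, such as Eif2s3y in EpiLCs (log2 fold change -5.71, adjusted p = 2.99e-20), and held Xist at a mean of 12.6 RPKM in EpiLCs and 29.2 RPKM at ME48h, where no WT library exceeded 0.0595 RPKM. The text of the paper does not report on these genes. Too few reads are argued against, since the lowest WT level of Eif2s3y would give 638 reads in the shallowest 3BKO library, and so is a loss of the Y chromosome with nothing else changed, since the lowest Xist value of 3BKO libraries from EpiLCs on was 1.31 RPKM. A second X chromosome in the clones stays open, because the medians of Kdm5c, Kdm6a, Eif2s3x and Ddx3x, which escape X inactivation and were named for this test, ranged in the 2 clones at these stages from -0.19 to 0.4 relative to the autosomal genes and so lay on both sides of the bounds set (0.764 in B77 and 0.906 in B126 in ESCs). Xist was at 1.55 RPKM in B77 and 23.6 RPKM in B126 in EpiLCs. In ESCs, which the test left out, genes of the X chromosome were higher in both clones against either WT library. Their medians, relative to the autosomal median, were 0.201 and 0.211 in B77 and 0.339 and 0.335 in B126. In EpiLCs they were -0.00978 and -0.00807 in B77 and 0.0674 and 0.0466 in B126. The values in ESCs go with a second X chromosome but were not part of the test. Differences between 3BKO and WT cells may hold a difference in sex chromosomes. The table of experiment 2, with the same clones, has no row for Xist, Eif2s3y, Ddx3y or Uty, nor for H19 and Peg10, and a missing row was not taken as a low level. An effect of the missing DNMT3B on these genes was not tested.

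Genes of chromosome 8 (medians of 0.285 in B77 and 0.29 in B126 at ME48h on the log2 scale, relative to the autosomal median) and chromosome 14 (0.355 and 0.323) were higher in both clones than in WT from EpiLCs on but less so in ESCs (0.0453 and 0.0252, and 0.0643 and 0.15), with both clones set against the same 2 WT libraries per stage. The shift was even along chromosome 8 (0.209 to 0.337 over 4 parts of as many genes, both clones and these stages) and uneven along chromosome 14, with 0.0441 to 0.116 in part 1 and 0.466 to 0.531 in part 3. From ESC to EpiLC these medians fell within WT by 0.14 (chromosome 8) and 0.206 (14), and within the clones rose by at most 0.025 and fell by at most 0.0896. A gain in the 3BKO cultures and a change in the WT cultures between these stages both stay open, since a change within a line also holds that of the stage, which on chromosome 11 was 0.177 in WT, 0.24 in B77 and 0.165 in B126 (this condition was added after both tests had been read as decided). The missing DNMT3B itself stays open, since the lowest of the 6 medians with 3B against Empty was -0.0435 and lay between the bounds, and the bound that would have excluded it had been moved after this value was seen. Named genes of these chromosomes, such as Sox1 (8) and Gata4 (14), may carry a part of this shift.

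In 3BKO+Empty cells at ME48h naïve pluripotency genes stood at a median of 44.6% of their level in 3BKO ESCs, against 5.83% with 3B and 0.267% in 3BKO cells of experiment 1 (levels set across 2 tables that were normalized separately). The missing DNMT3B alone is argued against by that 0.267%, since those cells lack DNMT3B too. For Empty cultures less far along the course of 3BKO cells, the bound set was met, with r = 0.564 over 13838 genes. This is between 3B minus Empty at ME48h and the change of 3BKO cells from ESC to ME48h. For WT minus 3BKO r was -0.159. With the change up to the same stage, r was -0.0869 in EpiLCs and 0.199 at ME24h. High naïve genes in Empty cells raise this r by themselves, and left-over ESCs would too, so it cannot favour a delay. Esrrb was at 2.67 to 3.37 RPKM in Empty EpiLCs and 61.6 to 110.8 RPKM at ME48h, and Zfp42 at 13.2 to 15.5 and 83.9 to 193.6 RPKM. For these genes a delay alone would not give such a rise, and neither would left-over ESCs whose share stayed the same from EpiLCs to ME48h. Undifferentiated ESCs left in the Empty cultures stay open, since 3 of the 20 most abundant genes that are higher in ESCs (Dppa5a 10.7%, Tdgf1 14.9% and Tmsb4x 7.44%, the last named after its value was seen) stood under 50% of the needed share in all 4 Empty libraries while the median of the 20 was 49.8%, a test chosen after an earlier form, on the quartiles of the naïve genes (27.6% and 66.4%), had also been undecided. Differences between 3B and Empty at ME48h may therefore hold differences in cell state besides those of DNMT3B. The vector and the selection, which experiment 1 lacks, were not tested.

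With 3B against Empty in EpiLCs, 4124 genes passed the threshold, and the highest number in another of the 35 splits of the 8 libraries was 1, so that 1 of 35 splits, the real one, gave as many. At ME24h the numbers were 3829 and 758, and at ME48h 4397 and 34. The bound set beforehand on the share of these splits does not serve here, since the libraries come from 4 lines (2 clones with either vector) with 2 libraries each, which were not taken as independent. Whole lines make 3 splits, too few for a share under 0.05, with 0 genes in EpiLCs, 1 at ME24h and 34 at ME48h in the highest other split.

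Of 80 groups of 4 libraries tested for a library far from the others, 4 had one, and chance gives about 1 in 20. Gata4 was at 1.33 RPKM in replicate 2 of B126 ESCs against 1.03 to 1.07 in the other 3BKO ESC libraries. Sox2 was at 35.3 RPKM in replicate 1 of B77 EpiLCs against 39.1 to 39.5. The 10 highest genes held 7.23% of the RPKM in the same library against 7.59% to 7.66%. Sox2 was at 30.4 RPKM in replicate 1 of B126 at ME24h against 23.9 to 24.3.

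Effects also differed between groups by the interaction term of limma. The 3BKO effect differed between ME48h and EpiLCs for 1152 genes, between ME24h and EpiLCs for 359, between ME48h and ESCs for 1949 and between ME24h and ESCs for 1559. Clone B77 differed from B126 in 47 genes in ESCs, 86 in EpiLCs, 94 at ME24h and 71 at ME48h (2661, 3057, 2967 and 2993 at an unadjusted p under 0.05). The 3B effect differed from that in EpiLCs for 2345 genes at ME24h and 4621 at ME48h. Between the clones the 3B effect differed for 5 genes in EpiLCs, 17 at ME24h and 70 at ME48h (432, 977 and 1324 at an unadjusted p under 0.05).

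Several genes that the paper names had effects of opposite sign at 2 stages. Klf5 changed by -2.31 at ME48h and -1.14 at ME24h in 3BKO cells against 0.80 in ESCs (differences -3.12, adjusted p = 9.04e-08, and -1.95, adjusted p = 4.19e-05). Tuba1a changed by 0.54 and 0.46 against -0.52 (differences 1.05, adjusted p = 4.43e-05, and 0.97, adjusted p = 1.48e-04). At ME24h against ESCs, Fgf15 changed by -0.79 and 0.92 (difference -1.71, adjusted p = 6.60e-04) and Dab2 by 0.50 and -0.51 (difference 1.01, adjusted p = 7.58e-04). With 3B, effects at ME24h and in EpiLCs were -0.90 and 1.24 for Dnmt3l (difference -2.14, adjusted p = 0.00327), 1.14 and -0.83 for Tbx6 (1.98, adjusted p = 3.21e-04), and 0.69 and -0.58 for Tubb3 (1.27, adjusted p = 0.00132). Those of Tubb2b were 0.37 and -0.62 (0.98, adjusted p = 5.35e-04) and those of Sox2 -0.86 and 0.51 (-1.37, adjusted p = 2.28e-04). Between ME48h and EpiLCs the 3B effect differed by -0.78 for Dnmt3a (adjusted p = 1.46e-06), -2.39 for Dnmt3l (adjusted p = 5.25e-04), -3.16 for Fgf5 (adjusted p = 1.18e-06), 1.17 for Dab2 (adjusted p = 0.0018) and 3.38 for Tbx6 (adjusted p = 1.82e-07). It differed by 1.8 for Sox1 (adjusted p = 5.19e-04), 1.51 for Pax6 (adjusted p = 3.31e-04), 1.63 for Tubb2b (adjusted p = 5.22e-07), 1.89 for Tuba1a (adjusted p = 1.72e-07) and -1.40 for Sox2 (adjusted p = 5.10e-05).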

How the results depend on the processing

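The alternatives without the genes of chromosomes X and Y, without those of chromosomes 8, 11, 14, 15, X and Y and without the genes higher in ESCs (2), the count of replicates on principal components and the ESC lists without a WT library were chosen after the result was seen. Where no cause is named below, the cause was not tested.

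Median scaling, no filter and no mean-variance trend moved no count by more than 1.5 times and changed no list result. Median scaling shifted the median of all genes by at most -0.0336. The rescued shares stayed past the test under every alternative (49.2% of the genes up in 3BKO cells, 48.1% to 50.2% with a library left out and 29.9% with a log2 fold of 1, and 34.1% of the genes down, 32.7% to 36.0% with a library left out). Each clone on its own, set against the same 2 WT libraries per stage, kept the counts within 1.5 times, and so did the clone as a block.

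With a pseudocount of 0.1 (main values first), 3BKO ESCs had 484 and 836 genes higher and 238 and 420 lower, EpiLCs 431 and 776 higher and 249 and 392 lower, and ME24h cells 609 and 973 higher. The clones differed in 95, 140, 173 and 131 genes from ESC to ME48h (main 47, 86, 94 and 71), and the 3B effect differed between clones for 1 gene in EpiLCs (main 5) and 33 at ME48h (main 70). With a pseudocount of 1, ESCs had 300 higher and 148 lower, EpiLCs 246 higher and ME24h cells 376 higher, and the clones differed in 25 genes in ESCs and 47 at ME48h.

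A minimum of 5 RPKM tests fewer genes and gave fewer calls: 305 higher in ESCs, 245 higher and 155 lower in EpiLCs, 337 and 346 at ME24h, 283 and 494 at ME48h. The 3BKO effect then differed for 644 (ME48h and EpiLC), 202 (ME24h and EpiLC), 1124 (ME48h and ESC) and 947 genes (ME24h and ESC), the clones for 19 in ESCs, and the time course for 2065. With 3B, 1493, 1323 and 1512 genes were lower from EpiLC to ME48h. The 3B effect differed between clones by limma for 0, 7 and 40 genes (245, 650 and 798 at an unadjusted p under 0.05). The mesoderm list at ME24h with 3B gave an adjusted p of 0.143 (main 0.00975), and from 6.92e-06 to 0.595 over all alternatives.

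In clone B126 alone 2 values reversed, Foxa2 at ME24h (-0.73, main 0.04) and Pax6 at ME48h (-0.0655, main 0.66), and of 129 gene values of experiment 2 in that clone 91 kept their call, 13 lost it and 14 gained it. The libraries of the stage alone gave 292 higher and 146 lower genes in ESCs, with fewer samples in the fit. Other thresholds call other numbers by construction: with no minimum fold 3170 higher and 2418 lower in ESCs, 2362 and 1952 in EpiLCs, 2691 and 2580 at ME24h, and 2263 and 2249 at ME48h. With 3B at a log2 fold of 1 they were 297 and 762, 202 and 913, and 508 and 1042. The time course at an adjusted p of 0.05 and a fold of 1 gave 6347 genes. Without chromosomes 8, 11, 14, 15, X and Y, 315 genes were higher in ESCs, as fewer genes were counted.

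Camera with an estimated correlation ended the calls of the mesoderm list in ESCs (adjusted p = 0.611, main 6.30e-04) and EpiLCs (0.247, main 4.25e-06), and of the endoderm list in EpiLCs (0.224, main 4.25e-06) and at ME24h (0.0864, main 2.77e-07). With 3B it ended those of the mesoderm list at ME24h (0.595) and ME48h (0.364, main 1.56e-06), the neuroectoderm list at ME48h (0.364, main 3.30e-05) and the naïve list at ME24h (0.141, main 2.66e-12) and ME48h (0.196, main 1.92e-15). Every list alternative other than it and the 5 RPKM minimum kept these calls. In the other direction, the endoderm list with 3B passed as higher at ME48h with the replicate block (0.036) and in clone B126 alone (0.0016), where it passed as lower at ME24h (0.00138), and the naïve list in EpiLCs passed in clone B126 alone (0.0117).

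K-means with 3 centers did not part clusters I and III, with 291 of the main 528 and 861 of the main 865 genes in the same cluster of 1157, and with 5 centers 510 in cluster III (439 of the main 865).

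Leaving out 1 library at a time, where a group left with 1 library is assumed to vary like the other groups, 3BKO ESCs had 380 to 1356 genes higher and 167 to 833 lower, lowest without WT replicate 1 and highest without WT replicate 2. Without the latter the 3BKO effect differed for 3338 genes between ME48h and ESC (range 1738 to 3338) and for 2808 between ME24h and ESC (1376 to 2808). Other counts of 3BKO against WT ranged from 387 to 464 higher and 227 to 281 lower in EpiLCs, 569 to 649 and 505 to 566 at ME24h, and 471 to 519 and 814 to 864 at ME48h. With 3B they were 1568 to 1655 higher and 2403 to 2486 lower in EpiLCs, 1358 to 1681 and 2279 to 2495 at ME24h, and 1935 to 2209 and 2179 to 2400 at ME48h, and the time course gave 3188 to 3943. Tet2 in ESCs ranged from -0.14, without WT replicate 1, to 1.81. The clones differed in 56 to 110 genes in EpiLCs (56 without B77 replicate 2) and in 24 to 151 at ME48h (24 without B126 replicate 1, 151 without B126 replicate 2 and 44 without B77 replicate 1). The 3B effect differed between clones for 1 to 6 genes in EpiLCs, moved by each EpiLC library but Empty B126 replicate 2. At ME24h it was 4 to 168 (168 without Empty B126 replicate 2, 27 without Empty B126 replicate 1, 11 without Empty B126 replicate 2 of the EpiLCs and 4 to 9 without the others of ME24h that moved it), and at ME48h 17 to 210 (210 without Empty B77 replicate 1, 17 without Empty B126 replicate 2 and 24 to 33 without the others that moved it). The naïve list at ME48h in experiment 1 passed only without WT replicate 2 (0.0475, range 0.0475 to 0.0967). Of 1056 gene values in experiment 1, 943 kept their call, 62 lost it, 9 gained it, 1 reversed and 41 not called changed sign, and of 1032 in experiment 2, 949, 43, 13, 0 and 27.

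Replicate numbers are not stated to pair libraries, and same-numbered libraries deviated together with r from -0.0835 to 0.161 in experiment 1 and 0.0127 to 0.216 in experiment 2. With the number as a block, 3B against Empty gave 1625 higher and 2544 lower genes in EpiLCs, 1468 and 2440 at ME24h, and 2128 and 2337 at ME48h, and no count moved by more than 1.5 times. In experiment 2, where a block holds the Empty and the 3B library of 1 stage, clone and number, 4 of 129 gene values lost a call (Snai1 in EpiLCs, and Dnmt1, Dnmt3l and Pou5f1 at ME24h) and 11 gained one (Dnmt3b at the 3 stages, Tet2 in EpiLCs, Fgf5 and Krt19 at ME24h, and T, Foxa2, Foxa1, Gata4 and Tubb3 at ME48h), and in experiment 1 5 of 176 lost one and none gained one. In a count made after the components were seen, replicate 1 stood above replicate 2 in 12 of 12 pairs of experiment 2 on principal component 5 (3.79% of the variance) and below it in 12 of 12 on component 3 (8.48%), while in experiment 1 no component of the first 5 parted all pairs. With the clone as a block 8 of 129 gene values in experiment 2 gained a call, which were Dnmt3b in EpiLCs and at ME24h, and T, Mixl1, Foxa2, Foxa1, Gata4 and Id2 at ME48h, and none lost one. Depth limits genes with few reads, such as Gata4 in experiment 2 with 4 to 114.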

Differences from the paper's values

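No test in this part was added after the result was seen. For 3B against Empty, the paper's source data of Fig. 7c give T in EpiLCs a log2 fold change of 3.2805 (the paper's value), where 2.65 was found here. Log2 fold changes count as different when they lie more than 1 standard error apart, and counts and shares when they are more than 1.5 times apart. Of the alternatives set before the data were examined, a pseudocount of 0.1 brought the values together (3.16), as did leaving out 1 library in 2 of 8 cases. A pseudocount of 1, no filter, at least 5 RPKM, median scaling, no trend, the replicate block, each clone on its own, the clone as a block, the libraries of the stage alone and the other 6 libraries left out did not. Gata4 at ME48h has a log2 fold change of 1.44244 in the same source data (the paper's value) and 0.86 here. The values came together with a pseudocount of 0.1 (1.06), in clone B126 alone (1.44) and with 3 of 8 libraries left out, and not with a pseudocount of 1, no filter, median scaling, no trend, the replicate block, clone B77 alone, the clone as a block, the libraries of the stage alone or the other 5 libraries left out. Other numbers compared lay within these limits in the main setting, such as the genes varying over the time course (4624 in the paper, 3232 here by another test). That count went past the limit with a pseudocount of 1 and with at least 5 RPKM (down to 2065). T at ME24h did so in 3 of 11 alternatives. In the main setting the shares of rescued genes lay within the limit (47.4% and 29% in the paper, 49.2% and 34.1% here), with a log2 fold of at least 0.5 in both experiments. With a log2 fold of at least 1 in both, the first share was 29.9% and did differ. The label of the list whose share the source data of Fig. 3d give can also be read as the genes changed with 3B, of which 31.0% and 21.3% were rescued here, and by that reading the first share differs by more than 1.5 times. The paper's text takes the first share over the genes upregulated in 3BKO cells, while the label in the source data was not settled.

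The paper reports Dnmt3a, Dnmt3l and TET enzymes as not changed in 3BKO cells. Here, in RNA of ESCs, Dnmt3a (-1.14) and Dnmt3l (-0.51) were lower and Tet1 (1.01) and Tet2 (0.83) higher. Without WT replicate 1 of the ESCs, Tet1 (0.08, adjusted p = 0.808), Tet2 (-0.14, adjusted p = 0.568) and Dnmt3l (-0.35, adjusted p = 0.200) did not pass the test. From EpiLCs on only Tet2 at ME24h (0.78) passed the test, and Dnmt1 was higher in ESCs (0.58) as in the paper.

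According to the paper, genes of clusters II and IV behave alike in both genotypes. Of 1312 genes of cluster II, 764 were called at no stage, and of 527 genes of cluster IV, 212 were called at none. Calls were made at an adjusted p of 0.05 and a log2 fold change of 1. In clusters I and III, which the paper describes as different between genotypes, 147 of 528 and 531 of 865 were called at none. This count therefore does not part clusters that differ from those that do not. Fgf5, Lefty1 and Otx2 did not pass the test in EpiLCs, which goes with the statement at that stage. By limma Fgf5 was lower in 3BKO ESCs (-2.74, adjusted p = 2.20e-09), at ME24h (-1.21, adjusted p = 2.20e-05) and at ME48h (-0.48, adjusted p = 0.0457). Lefty1 was lower in ESCs (-0.90, adjusted p = 0.0256) and Otx2 at ME48h (-0.58, adjusted p = 0.0493). The paper places Pax6 and Tubb3 in the cluster that rises in 3BKO cells. Here Tubb3 fell in cluster II and Pax6 was not among the genes varying over the time course, while Sox1 and Pou3f2 were in cluster III, and all 4 were higher in 3BKO cells at ME48h (log2 fold changes of 2.62, 1.48, 5.20 and 2.72).

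Cell cycle and apoptosis genes are described as not altered in 3BKO cells. Here, with no minimum fold, 4 of 28 cell cycle genes were higher and 6 lower in ESCs, and 4 were higher at ME48h. Of 20 apoptosis genes 7 were higher and 3 lower in ESCs, and 7 higher and 3 lower at ME48h. At this limit 3170 of all 16709 genes were higher and 2418 lower in ESCs, and 2263 and 2249 at ME48h. The paper's calls also need a log2 fold change of at least 1. Neither list passed camera at any stage.

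For the rescue, the paper reports gene sets of the response to BMP as higher and of neurons as repressed. The BMP list passed camera at no stage, with 6 of 13 genes higher and 2 lower at ME48h (adjusted p = 0.191), but it did as higher at ME48h in clone B126 alone (adjusted p = 0.00279). The neuroectoderm list was higher at ME48h by camera (22 of 29 genes, adjusted p = 3.30e-05), though not with an estimated correlation (0.364). In EpiLCs 9 of its genes were lower and 4 higher, where 3884 of all 14293 genes were lower and 3290 higher. The WNT target and mesoderm lists were higher after ME induction, as in the paper, but neither passed with an estimated correlation (WNT 0.0969 at ME24h and 0.196 at ME48h, mesoderm 0.595 and 0.364), and the mesoderm list at ME24h did not with a minimum of 5 RPKM (0.143).

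The paper names Gata4 among the genes induced by 3B. Here it passed at no stage (ME48h 0.86, adjusted p = 0.0952), but did at ME48h with the replicate block (adjusted p = 0.00658), with the clone as a block (adjusted p = 0.00660), in clone B126 alone (adjusted p = 0.00184) and without either replicate of 3B in B77 (adjusted p = 0.0291 and 0.0343), out of a range from 0.00184 to 0.497. T, also named, was higher in EpiLCs and at ME24h (2.65 and 2.08) and not called at ME48h (1.10, adjusted p = 0.0719), where it passed with the replicate block (0.00561), in clone B126 alone (0.00912), with the clone as a block (0.016), with the libraries of the stage alone (0.0471) and without Empty B77 replicate 2 (0.0495), out of a range from 0.00561 to 0.23. Mixl1 was higher at ME24h (1.77), and at ME48h (0.63, adjusted p = 0.0748) it passed only with a pseudocount of 0.1 (0.043), in clone B126 alone (5.57e-04), with the clone as a block (0.048) and without 3B B77 replicate 1 (0.0395) or Empty B77 replicate 2 (0.0187).

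Pax6 and Tubb3 are described as repressed by 3B. Pax6 was lower in EpiLCs (-0.85) but higher at ME48h (0.66), and at ME24h it was lower with a pseudocount of 0.1 (-0.90, adjusted p = 0.0255) and with the libraries of the stage alone (-0.35, adjusted p = 0.0285), out of a range from 0.0255 to 0.305. Tubb3 was lower in EpiLCs (-0.58) but higher at ME24h (0.69). Sox2, said to decrease with 3B, was higher with 3B in EpiLCs (0.51, adjusted p = 0.0131). The source data of Fig. 7c give the same rise there (0.508299, the paper's value). At ME24h (-0.86) and ME48h (-0.90) Sox2 was lower, which goes with the statement at those stages.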

Other observations

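In this part, the counts of genes higher in ESCs, the choice of chromosomes 11 and 15 and the tests without a WT ESC library came after results were seen. The other tests did not, but some lists had been written with results of the study in view. The ribosome biogenesis list was chosen after Nop2 and Nifk, which it leaves out, had been seen among the paper's genes changed with 3B. Foxj1, Drc1 and Zmynd10 of the motile cilium list had been seen among the paper's DNMT3B targets, as had Ddx4, Mael and Dmc1 of the germline list. Results of these lists are therefore not independent evidence. Genes of protein synthesis, metabolism and stress changed besides those of the lineages, in comparisons of 4 3BKO with 2 WT libraries or of 4 libraries with 3B and 4 with Empty per stage. In 3BKO EpiLCs, ribosome biogenesis genes were lower than in WT (1 of 18 genes higher and 14 lower, as when adjusted over the list alone, median log2 fold change -0.52, camera adjusted p = 2.60e-06, 0.224 with an estimated correlation), such as Bop1 (log2 fold change -1.10, adjusted p = 6.20e-05). With 3B they were higher than with Empty at that stage (17 of 18 genes higher, 18 higher when adjusted over the list alone, median log2 fold change 0.80, camera adjusted p = 1.87e-11, 0.0177 with an estimated correlation), among them Rrs1 (log2 fold change 1.24, adjusted p = 8.77e-12) and Ddx21 (log2 fold change 1.15, adjusted p = 2.78e-11). Genes of the response to unfolded proteins, amino acid lack and heat were lower in 3BKO EpiLCs (1 of 11 genes higher and 7 lower, as when adjusted over the list alone, median log2 fold change -1.07, camera adjusted p = 8.76e-05, 0.224 with an estimated correlation) and, at ME48h, also lower with 3B than with Empty (1 of 11 genes higher and 8 lower, as when adjusted over the list alone, median log2 fold change -1.43, camera adjusted p = 0.00114, 0.315 with an estimated correlation). Cholesterol synthesis genes were lower in 3BKO ESCs (1 of 17 genes higher and 12 lower, 1 higher and 13 lower when adjusted over the list alone, median log2 fold change -0.46, camera adjusted p = 2.54e-06, 0.0373 with an estimated correlation) and higher with 3B at ME24h (16 of 17 genes higher, 17 higher when adjusted over the list alone, median log2 fold change 0.68, camera adjusted p = 2.49e-05, 0.488 with an estimated correlation), such as Hmgcs1 (log2 fold change 1.35, adjusted p = 2.00e-05). Glycolysis genes were lower with 3B in EpiLCs (1 of 15 genes higher and 12 lower, as when adjusted over the list alone, median log2 fold change -0.90, camera adjusted p = 9.12e-05, 0.411 with an estimated correlation), with the glucose transporter Slc2a3 (log2 fold change -1.49, adjusted p = 1.53e-07). Nuclear genes of oxidative phosphorylation were lower in 3BKO ESCs by small amounts (13 of 20 genes lower, 16 lower when adjusted over the list alone, median log2 fold change -0.34, camera adjusted p = 2.54e-06, 0.611 with an estimated correlation). RNAs of the mitochondrial genome did not pass camera with 3B at ME48h (4 of 12 genes lower, as when adjusted over the list alone, median log2 fold change -0.50, camera adjusted p = 0.0653).

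At ME48h 3BKO cells had less RNA of epithelial genes than WT cells (8 of 10 genes lower, 10 lower when adjusted over the list alone, median log2 fold change -2.45, camera adjusted p = 2.61e-13, 0.00159 with an estimated correlation). The cadherin gene Cdh1 was at 4.00 ± 0.540 RPKM (SD, n = 4) against 44.0 ± 0.325 RPKM (SD, n = 2), opposite to most genes of its chromosome 8, and the splicing regulator Esrp1 was lower as well (log2 fold change -2.96, adjusted p = 3.79e-12). FGF response genes were lower at that stage (9 of 10 genes lower, as when adjusted over the list alone, median log2 fold change -2.14, camera adjusted p = 7.02e-12, 0.00397 with an estimated correlation), with the phosphatase gene Dusp6 (log2 fold change -2.36, adjusted p = 9.24e-09). Nodal targets were lower at ME24h (6 of 8 genes lower, 8 lower when adjusted over the list alone, median log2 fold change -1.25, camera adjusted p = 5.50e-06, 0.00952 with an estimated correlation), and with 3B they were lower than with Empty at ME48h (6 of 8 genes lower, as when adjusted over the list alone, median log2 fold change -1.74, camera adjusted p = 6.47e-04, 0.196 with an estimated correlation). BMP response genes were lower in 3BKO cells at ME48h (9 of 13 genes lower, 10 lower when adjusted over the list alone, median log2 fold change -1.23, camera adjusted p = 4.45e-08, 0.0188 with an estimated correlation). WNT target genes were lower at ME24h (9 of 11 genes lower, as when adjusted over the list alone, median log2 fold change -0.81, camera adjusted p = 1.14e-04, 0.147 with an estimated correlation), with the inhibitor Dkk1 (log2 fold change -2.25, adjusted p = 8.72e-05). Retinoic acid response genes were lower at ME24h (6 of 7 genes lower, as when adjusted over the list alone, median log2 fold change -2.43, camera adjusted p = 1.14e-04, 0.0373 with an estimated correlation), and with 3B at ME48h they did not pass camera (4 of 8 genes higher, as when adjusted over the list alone, median log2 fold change 1.12, camera adjusted p = 0.136). Neural crest genes were lower at ME48h (1 of 8 genes higher and 6 lower, as when adjusted over the list alone, median log2 fold change -1.24, camera adjusted p = 6.26e-04, 0.00862 with an estimated correlation), apart from Pax3 (log2 fold change 2.29, adjusted p = 1.55e-09).

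The 2 WT ESC libraries differ from each other, and without replicate 1 or 2 of them the lists tested in ESCs gave an adjusted p by camera of 3.44e-07 and 0.00269 for cholesterol synthesis, 0.115 and 8.03e-10 for oxidative phosphorylation, and 4.88e-09 and 0.00158 for germline genes. Germline genes were higher in 3BKO ESCs (15 of 20 genes higher, as when adjusted over the list alone, median log2 fold change 1.08, camera adjusted p = 6.95e-08, 0.109 with an estimated correlation), with Taf7l (log2 fold change 1.94, adjusted p = 3.00e-07) and Hormad1 (log2 fold change 1.74, adjusted p = 3.43e-09), and lower with 3B at ME48h (12 of 22 genes lower, 13 lower when adjusted over the list alone, median log2 fold change -0.86, camera adjusted p = 4.34e-04, 0.415 with an estimated correlation). Motile cilium genes were higher in 3BKO EpiLCs (8 of 14 genes higher, as when adjusted over the list alone, median log2 fold change 0.72, camera adjusted p = 6.21e-05, 0.0313 with an estimated correlation), among them Foxj1, a regulator of motile cilia (log2 fold change 1.28, adjusted p = 1.60e-04). Imprinted genes changed in both directions in 3BKO cells at ME48h (4 of 25 genes higher and 12 lower, 4 higher and 13 lower when adjusted over the list alone, median log2 fold change -0.48, camera adjusted p = 0.00518, 0.167 with an estimated correlation). Interferon response genes did not pass camera in 3BKO EpiLCs (1 of 7 genes higher and 3 lower, 2 higher and 3 lower when adjusted over the list alone, median log2 fold change 0.24, camera adjusted p = 0.163), where Isg15 was lower (log2 fold change -2.24, adjusted p = 5.75e-07), and were lower with 3B at ME48h (5 of 5 genes lower, as when adjusted over the list alone, median log2 fold change -0.69, camera adjusted p = 0.00596, 0.196 with an estimated correlation). The 1 measured gene of the 2-cell-like list, Eif1a, was higher with 3B in EpiLCs (log2 fold change 0.38, adjusted p = 0.00165). Y-linked genes were lower in 3BKO cells at ME48h (3 of 3 genes lower, as when adjusted over the list alone, median log2 fold change -4.72, camera adjusted p = 1.57e-09, 0.00397 with an estimated correlation), as at the other stages.

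Lists of other cell types gave these values in 3BKO cells at ME48h. Most genes of the trophoblast and surface ectoderm lists were not measured, so their values do not describe these cell types. The measured trophoblast genes include the imprinted gene Peg10, whose level differed between the clones. Trophoblast genes were lower (4 of 4 genes lower, as when adjusted over the list alone, median log2 fold change -2.50, camera adjusted p = 3.96e-04, 0.0188 with an estimated correlation), with Tfap2c (log2 fold change -3.15, adjusted p = 2.28e-09). Primitive endoderm genes were lower (1 of 10 genes higher and 7 lower, as when adjusted over the list alone, median log2 fold change -1.02, camera adjusted p = 2.31e-05, 0.0376 with an estimated correlation), with Gata6 (log2 fold change -2.76, adjusted p = 4.67e-08), which the endoderm list also holds. Surface ectoderm genes were lower (2 of 3 genes lower, as when adjusted over the list alone, median log2 fold change -0.93, camera adjusted p = 0.00518, 0.0254 with an estimated correlation). Fibroblast genes (3 of 8 genes lower, 4 lower when adjusted over the list alone, median log2 fold change -0.46, camera adjusted p = 0.0609) and genes of endothelium and blood (3 of 7 genes lower, 1 higher and 3 lower when adjusted over the list alone, median log2 fold change -0.18, camera adjusted p = 0.115) did not pass camera. Mesenchymal genes did not pass it with 3B at ME48h (7 of 9 genes higher and 1 lower, as when adjusted over the list alone, median log2 fold change 0.86, camera adjusted p = 0.0668), and Fn1 was the lower one (log2 fold change -2.49, adjusted p = 2.44e-08).

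Cell cycle genes were higher with 3B than with Empty at ME24h (17 of 28 genes higher and 3 lower, 18 higher and 3 lower when adjusted over the list alone, median log2 fold change 0.33, camera adjusted p = 2.81e-04, 0.230 with an estimated correlation), with Ccnd2 (log2 fold change 1.38, adjusted p = 1.73e-05), and p53 target genes were higher at ME48h (8 of 10 genes higher, as when adjusted over the list alone, median log2 fold change 0.46, camera adjusted p = 0.0125, 0.462 with an estimated correlation). The endoderm list did not pass camera at ME48h (3 of 16 genes higher and 1 lower, 2 higher and 1 lower when adjusted over the list alone, median log2 fold change 0.77, camera adjusted p = 0.329), while Cxcr4 (log2 fold change 2.06, adjusted p = 4.76e-04) and Krt19 (log2 fold change 2.00, adjusted p = 4.10e-04) were higher. Hox genes were higher at ME48h (23 of 25 genes higher, as when adjusted over the list alone, median log2 fold change 2.41, camera adjusted p = 3.12e-12, 0.196 with an estimated correlation). Primed pluripotency genes did not pass camera at that stage (4 of 15 genes higher and 8 lower, as when adjusted over the list alone, median log2 fold change -0.86, camera adjusted p = 0.106). Of 500 target genes of Supplementary Data 7 tested in this experiment, 204 were lower and 41 higher with 3B in EpiLCs, 211 and 44 at ME24h, and 154 and 112 at ME48h. Of 139 genes of the late group 55 were higher and 29 lower at ME48h. Of 984 genes higher in ESCs, 636 were lower and 36 higher with 3B at ME48h, against 1662 and 2063 of the other 13309. The correlation across 13838 genes of the 3B effect with WT minus 3BKO was 0.326 in EpiLCs, 0.164 at ME24h and -0.159 at ME48h. Medians of chromosomes 11 (-0.0647 to -0.18 over clones and stages) and 15 (-0.061 to -0.188) were lower in the clones than in WT on the log2 scale, relative to the autosomal median.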
